# Hypertrophic chondrocytes serve as a reservoir for marrow-associated skeletal stem and progenitor cells, osteoblasts, and adipocytes during skeletal development

**DOI:** 10.7554/eLife.76932

**Published:** 2022-02-18

**Authors:** Jason T Long, Abigail Leinroth, Yihan Liao, Yinshi Ren, Anthony J Mirando, Tuyet Nguyen, Wendi Guo, Deepika Sharma, Douglas Rouse, Colleen Wu, Kathryn Song Eng Cheah, Courtney M Karner, Matthew J Hilton

**Keywords:** hypertrophic chondrocytes, osteoblasts, adipocytes, bone marrow, progenitor cells, skeletal stem, Mouse

## Abstract

Hypertrophic chondrocytes give rise to osteoblasts during skeletal development; however, the process by which these non-mitotic cells make this transition is not well understood. Prior studies have also suggested that skeletal stem and progenitor cells (SSPCs) localize to the surrounding periosteum and serve as a major source of marrow-associated SSPCs, osteoblasts, osteocytes, and adipocytes during skeletal development. To further understand the cell transition process by which hypertrophic chondrocytes contribute to osteoblasts or other marrow associated cells, we utilized inducible and constitutive hypertrophic chondrocyte lineage tracing and reporter mouse models (*Col10a1CreERT2; Rosa26^fs-tdTomato^* and *Col10a1Cre; Rosa26^fs-tdTomato^*) in combination with a *PDGFRa^H2B-GFP^* transgenic line, single-cell RNA-sequencing, bulk RNA-sequencing, immunofluorescence staining, and cell transplantation assays. Our data demonstrate that hypertrophic chondrocytes undergo a process of dedifferentiation to generate marrow-associated SSPCs that serve as a primary source of osteoblasts during skeletal development. These hypertrophic chondrocyte-derived SSPCs commit to a CXCL12-abundant reticular (CAR) cell phenotype during skeletal development and demonstrate unique abilities to recruit vasculature and promote bone marrow establishment, while also contributing to the adipogenic lineage.

## Introduction

Most skeletal elements arise from a cartilage template via the process of endochondral ossification (Long and Ornitz, 2013; Olsen et al., 2000; Ono et al., 2019). During skeletal development, mesenchymal stem and progenitor cells condense and differentiate to form chondrocytes or cartilage cells (Hirao et al., 2006; Maes et al., 2012; Olsen et al., 2000; Spencer et al., 2014). These chondrocytes undergo rapid proliferation while depositing an extracellular matrix (ECM) rich in type II collagen (COL2A1), forming the initial immature cartilage rudiments (Ono et al., 2019). As cartilage growth proceeds, the chondrocytes localized nearest the center of each rudiment exit the cell cycle and undergo a process of maturation and hypertrophic differentiation (Capasso et al., 1984; Kong et al., 1993; Kwan et al., 1997; Long and Ornitz, 2013; Olsen et al., 2000; Ono et al., 2019; Reginato et al., 1986; Schmid and Conrad, 1982). Hypertrophic chondrocytes, which are identified by their specific expression of type X collagen (COL10A1), are ultimately responsible for secreting additional proteins such as Vascular Endothelial Growth Factor alpha (VEGFα), Platelet Derived Growth Factor beta (PDGFβ), and Indian Hedgehog (IHH) among other factors to promote both vascular invasion and osteoblast differentiation of the surrounding perichondrial progenitors (Capasso et al., 1984; Kwan et al., 1997; Olsen et al., 2000; Reginato et al., 1986; Schmid and Conrad, 1982; St-Jacques et al., 1999; Zelzer et al., 2004). As vessels from the perichondrium invade the hypertrophic cartilage to establish the marrow cavity, newly formed osteoblasts and their progenitors are delivered by these vessels to the marrow space (Maes et al., 2010; Olsen et al., 2000). There, osteoblasts secrete a type I collagen (COL1A1)-rich matrix that ultimately mineralizes to replace the cartilage with bone, while the hypertrophic cartilage is remodeled and reduced with age (Olsen et al., 2000). Hypertrophic chondrocytes are essential for both establishment of the marrow cavity and bone formation; however, their precise fate and direct or indirect contribution to bone formation has been questioned (Tsang et al., 2015).

Recent genetic evidence suggests that hypertrophic chondrocytes undergo a process of transdifferentiation to directly generate osteoblasts and osteocytes that contribute to the formation of trabecular and endocortical bone (Park et al., 2015; Yang et al., 2014b; Yang et al., 2014a; Zhou et al., 2014a). To determine the fate of growth plate chondrocytes during endochondral bone formation, investigators have utilized mouse lines combining constitutive and inducible CRE recombinases under the control of the *Col2a1, Acan,* or *Col10a1* promotors/enhancers with a recombination sensitive reporter. Utilization of the constitutive and inducible *Col2a1Cre/Col2a1CreERT2* mouse lines have complicated our understanding of this lineage by the fact that in addition to their expression in immature chondrocytes, *Col2a1* and these genetic tools have been noted to be expressed within and/or label directly perichondrial and marrow associated cell populations known to give rise to osteoblast lineage cells (Hilton et al., 2007; Long et al., 2001). Some of the more convincing data generated utilizing a *Col2a1CreERT2* mouse line and recombination-sensitive reporter comes from Yang et al., 2014a, which established an approach for low-dose tamoxifen delivery to drive recombination in clones or clusters of immature chondrocytes that could be tracked over time. When the chase period was short (1–5 days post tamoxifen), reporter expression was largely restricted to immature chondrocyte clusters or extensions of these clusters into early hypertrophic chondrocytes. However, when the chase period was extended (10 days post tamoxifen), reporter expression could be observed throughout individual columns of proliferating to hypertrophic chondrocytes that also extended into *Col1a1*-expressing osteoblasts localized only to the regions of metaphyseal bone directly underneath the labeled chondrocytes; a result that is consistent with chondrocytes transitioning to an osteoblastic fate (Yang et al., 2014a). Similar pulse-chase experiments were performed utilizing the *AcanCre^ERT2^; Rosa26^fs-tdTomato^* reporter model at both embryonic and adult time points utilizing doses of tamoxifen that elicit high rates of recombination in chondrocytes. These data suggested that following short (1–3 days post tamoxifen) or long (2 weeks post tamoxifen) chase periods, non-chondrocytic cells associated with the primary spongiosa and trabecular bone were reporter positive with some cells labeling with the *Col1a1(2.3 kb)-eGFP*.(Zhou et al., 2014b) The most convincing data was generated utilizing a combination of constitutive and inducible *Col10a1Cre/Col10a1CreERT2* mouse lines and recombination-sensitive reporters; models that are much more restricted in their expression to hypertrophic chondrocytes of the growth plate (Yang et al., 2014b). This study, as well as others solely utilizing a constitutive *Col10a1Cre* model, determined that hypertrophic chondrocytes can relatively quickly give rise to osteoblastic cells expressing OSTERIX (OSX), COL1A1, and eventually even OSTEOCALCIN (OCN) and/or SCLEROSTIN (SOST) expressing osteocytes within the trabecular and endocortical bone matrix (Park et al., 2015; Yang et al., 2014b; Yang et al., 2014a; Zhou et al., 2014b). Interestingly, Yang et al., 2014a utilized a *Col10a1Cre; Rosa26^fs-eYFP^* reporter model and noted the presence of some YFP^+^, *Perilipin-*expressing adipocytes and YFP^+^, PDGFRβ^+^ pericytes within the bone marrow, suggesting the potential for alternate fates of hypertrophic chondrocytes beyond the osteoblast lineage. Utilizing similar techniques, Tan et al., 2020 also demonstrated the potential for mature adipocytes to arise from *Col10a1*-expressing hypertrophic chondrocytes.

Since the fates of mature osteoblasts, adipocytes, and pericytes are unlikely to arise from independent hypertrophic chondrocyte transdifferentiation events, we reasoned that the hypertrophic chondrocytes may undergo a dedifferentiation process to generate skeletal stem and progenitor cell (SSPC) population(s) that localize to the bone marrow and maintain the capacity of redifferentiating into more mature cell fates. To address this issue, we utilized hypertrophic chondrocyte genetic reporter mouse models combined with single cell RNA-sequencing, immunofluorescent staining validation assays, fluorescent activated cell sorting (FACS)/flow cytometry, and bulk RNA-sequencing approaches of clonal cell populations. Our data indicate that hypertrophic chondrocytes indeed undergo a process of dedifferentiation to generate bone-marrow-associated SSPCs embryonically and postnatally. These SSPC likely serve as a primary source of osteogenic cells during skeletal development and also contribute to the adipogenic lineage, but not the pericyte lineage. Further, these studies indicate that the hypertrophic chondrocyte derived SSPCs are strikingly similar at the transcriptomic level to marrow-associated SSPCs derived from other sources, but behave quite differently upon kidney capsule transplantation to test their multipotency. Hypertrophic chondrocyte derived SSPCs were able to give rise to a fully mature bone ossicle, complete with marrow cavity and adipocytes, while marrow SSPCs from other sources could only generate bone.

## Results

### Hypertrophic chondrocytes give rise to osteoblasts and other marrow-associated cells

To validate the osteogenic fate of hypertrophic chondrocytes, we first utilized the *Col10a1CreERT2* mouse line crossed with a *Rosa26^fs-tdTomato^* reporter (*Col10a1CreERT2; Rosa26^fs-tdTomato^*). These mice were harvested at E16.5 following tamoxifen injections from E13.5-E15.5. Hypertrophic chondrocytes and their descendants found within the newly formed bone marrow cavity were tdTOMATO^+^ (Figure 1a). A number of these descendants co-expressed the osteoblast protein OCN (Figure 1b–c, white arrow); however, OCN-, tdTOMATO^+^ cells were also apparent within the marrow (Figure 1b–c, orange arrow). Additionally, we injected *Col10a1CreERT2; Rosa26^fs-tdTomato^* mice with a single dose of tamoxifen (TM) at postnatal day 6 (P6) and harvested at 12 hr, 24 hr, and 2 weeks following TM (Figure 1d–g). At 12 hr following TM administration, specific expression of the tdTOMATO reporter was observed within hypertrophic chondrocytes and no cells within the marrow or surrounding tissues (Figure 1d). At 24 hr following TM administration, the tdTOMATO reporter could now be observed in a limited number of marrow-associated cells directly below the cartilage growth plate, as well as within hypertrophic chondrocytes (Figure 1e). At 2 weeks following TM administration, the tdTOMATO reporter had cleared from the hypertrophic chondrocytes and was now exclusively present in a number marrow-associated cells; some of those being at a significant distance from the growth plate (Figure 1f). In this distal region of the marrow, we also observed trabecular bone lining cells that co-labeled for tdTOMATO and OCN (Figure 1g; white arrows), suggesting that these cells had transitioned from hypertrophic chondrocytes to osteoblasts. Interestingly, other tdTOMATO-positive marrow-associated cells were not directly in contact with bone matrix and did not co-label with OCN (Figure 1g; orange arrow), suggesting the presence of another cell type or cell stage within the bone marrow that may be derived from hypertrophic chondrocytes. Additionally, by inducing recombination at both 2 months and 4 months of age and chasing for 2 and 4 weeks, respectively, we continued to observe contribution of tdTOMATO^+^ cells to the bone marrow (Figure 1—figure supplement 1a, b).

**Figure 1.**
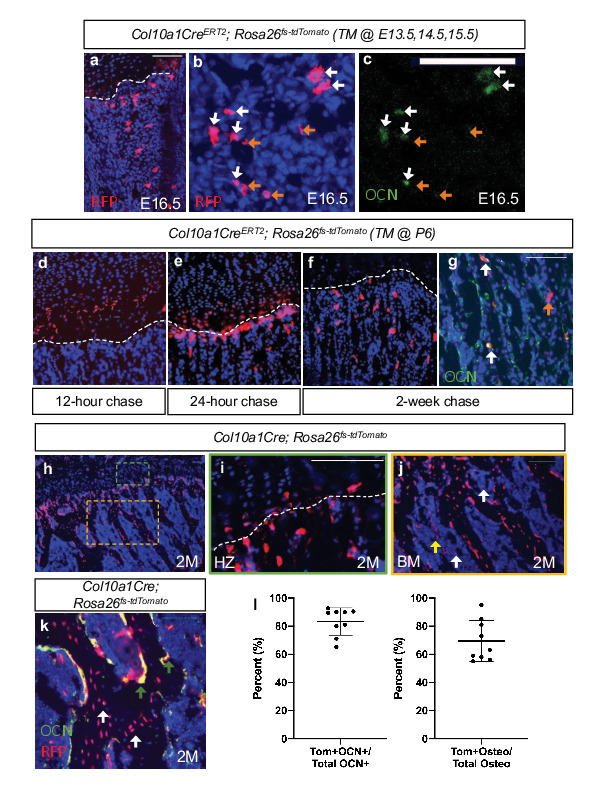
Hypertrophic chondrocytes are the primary source of osteoblasts/osteocytes in trabecular bone. Tibia sections of *Col10a1CreERT2; Rosa26^fs-tdTomato^* mice injected with tamoxifen at E13.5, 14.5, and 15.5 and subsequently sectioned at E16.5 and stained for (**a**) DAPI/RFP. (**b–c**) Higher magnification with OCN^+^/tdTOMATO^+^ descendants marked with white arrows and tdTOMTATO^+^ descendants not associated with bone (OCN^-^) are indicated by orange arrows. Tibia sections of *Col10a1CreERT2; Rosa26^fs-tdTomato^* mice injected with tamoxifen at P6 and subsequently sectioned at (**d**) 12 hour chase, (**e**) 24 hr chase, and (**f**) 2 week chase. (**g**) OCN immunostaining of *Col10a1CreERT2; Rosa26^fs-tdTomato^* bone sections following 2 week chase of TM. OCN^+^/tdTOMATO^+^ descendants marked with white arrows. tdTOMATO^+^ descendants not associated with bone (OCN^-^) are indicated by orange arrows. (**h**) Section of 2 M old *Col10a1Cre; Rosa26^fs-tdTomato^* tibia with higher magnifications of (**i**) hypertrophic zone (green box) and (**j**) bone marrow cavity (orange box). Non-bone lining TOMATO^+^ descendants marked with white arrows and potential vessel associated tdTOMATO^+^ descendants indicated by yellow arrow. (**k**) OCN and RFP immunostaining of 2 M *Col10a1Cre; Rosa26^fs-tdTomato^* tibia. OCN^+^/tdTOMATO^+^ osteoblasts represented by green arrows and tdTOMATO^+^ osteocytes with white arrows with quantifications shown in (l – Figure 1—source data 1). Scale bars = 100 um. N = 3 slides from three biologic replicates, SD ±9.7% for OCN stain, SD ±14.8% for osteocytes. Dotted line demarks the chondro-osseous junction. Figure 1—source data 1.Osteoblast and osteocyte quantification on Col10a1Cre;Rosa26fs-tdTomato 2M old mice.

**Figure 1—figure supplement 1.**
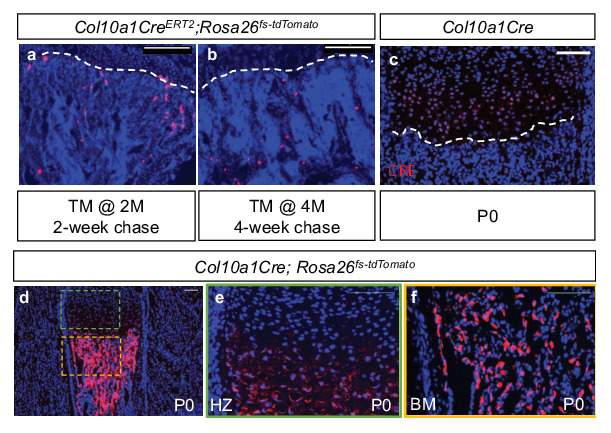
Contribution of hypertrophic chondrocytes to the bone marrow are observed into skeletal maturity and CRE expression is restricted to hypertrophic chondrocytes in *Col10a1Cre* mice. (**a**) Tibia sections of *Col10a1CreERT2; Rosa26^fs-tdTomato^* mice injected with tamoxifen at 2 M of age and subsequently sectioned at 2-week chase. (**b**) Tibia sections of *Col10a1CreERT2; Rosa26^fs-tdTomato^* mice injected at 4 months of age and subsequently sectioned at 1-month chase. (**c**) CRE immunostaining of P0 bone sections from Col10a1Cre mouse line. (**d**) Section of P0 *Col10a1Cre; Rosa26^fs-tdTomato^* mouse tibia with higher magnifications regions of (**e**) hypertrophic zone (green box) and (**f**) bone marrow cavity (orange box). Chondro-osseous junction represented by white dotted line. Scale bar = 100 um.

To get a better understanding of the proportionality of these hypertrophic chondrocyte-derived marrow and osteogenic cells, we performed similar analyses on constitutively active *Col10a1Cre; Rosa26^fs-tdTomato^* mice. While tdTOMATO reporter expression was observed within hypertrophic chondrocytes and osteogenic cells associated with trabecular and endocortical bone of mice at P0 (Figure 1—figure supplement 1d-f) and 2 months (2 M) of age (Figure 1h–j), CRE recombinase could only be detected within hypertrophic chondrocytes (Figure 1—figure supplement 1c). The vast majority of the trabecular and endocortical bone was lined with tdTOMATO reporter-positive cells, and 69.4% ± 14.8% of osteocytes were reporter positive (Figure 1k and l – white arrows). We also observed that 83.3% ± 9.7% of all OCN-positive osteoblasts were tdTOMATO reporter positive, confirming that hypertrophic chondrocytes can give rise to the majority of intramedullary osteoblasts during bone development (Figure 1k and l – green arrows). Of note, a number of tdTOMATO negative and OCN positive cells were also identified lining portions of the trabecular and endocortical bone, indicating that some of these osteoblasts originate from an alternate source such as the perichondrium/periosteum (Figure 1k). Finally, utilizing this model, we were able to confirm the existence of tdTOMATO reporter expressing cells within the marrow that were not associated with bone matrix (white arrow); many of which were localized to vessel-like structures (yellow arrow) (Figure 1j).

### Single-cell transcriptomics identifies several cell populations, including osteoblasts that are derived from hypertrophic chondrocytes during embryonic and postnatal development

Following the observation that tdTOMATO reporter-positive cells were both marrow- and bone-associated (Figure 1), we hypothesized that the hypertrophic chondrocytes may give rise to multiple cell fates. We therefore took an unbiased approach by performing single cell RNA-sequencing (scRNA-seq) on cells derived from *Col10a1Cre; Rosa26^fs-tdTomato^* mice at E16.5, a timepoint coincident with bone marrow cavity initiation and the potential transition of hypertrophic chondrocytes to alternative fates. To isolate the hypertrophic chondrocytes and their descendants we liberated the femur, tibia, and fibula from soft tissues and performed collagenase digestions of the skeletal rudiments. Following matrix digestion, red blood cells were lysed and the remaining cell populations were subjected to FACS. We selected tdTOMATO reporter positive cells that demonstrated high levels of tdTOMATO fluorescence for further analysis (Figure 2—figure supplement 1a). Using the 10 x Genomics platform, we performed scRNA-seq and further analyzed 2,273 tdTOMATO reporter positive sorted cells following quality control processing and elimination of a small number of cells lacking *tdTomato* transcripts. We then performed a Seurat-based unsupervised clustering of gene expression profiles from the tdTOMATO positive cells, which ultimately yielded eight distinct cell clusters (Figure 2a; see Materials and methods for details). Initial observations demonstrated that both *Cre* and *Col10a1* transcripts were detected in a portion of the cells, but we also observed cells expressing *tdTomato* without expression of either *Cre* or *Col10a1,* indicating the presence of both hypertrophic chondrocytes and their descendants within these clusters (Figure 2—figure supplement 2a, i).

**Figure 2.**
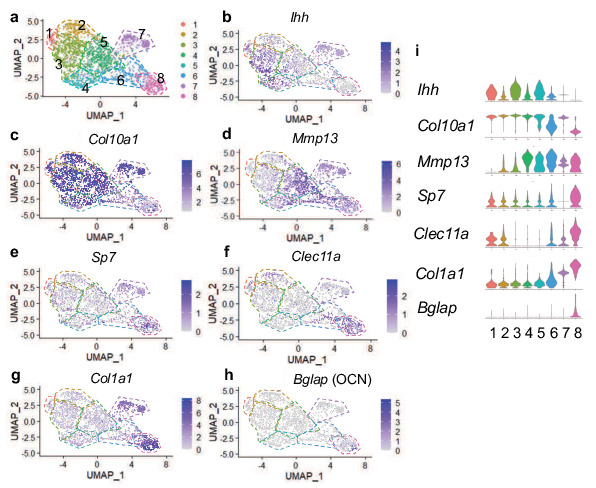
Single cell transcriptomics at E16.5 captures hypertrophic chondrocytes and osteoblasts. (**a**) UMAP shown in two-dimensional space produced using Seurat 4 package of R from single-cell RNA-sequencing of cleaned skeletal rudiments from *Col10Cre; Rosa26^fs-tdTomato^* mice at E16.5. (**b–d**) Feature plots of hypertrophic chondrocyte associated genes identified in clusters 1–7. (**e–h**) Feature plots of osteoprogenitor/osteoblast specific genes identified in clusters 7–8. (**i**) Violin plot representing the relative level of chondrocyte and osteoblast associated gene expression (**b–h**).

**Figure 2—figure supplement 1.**
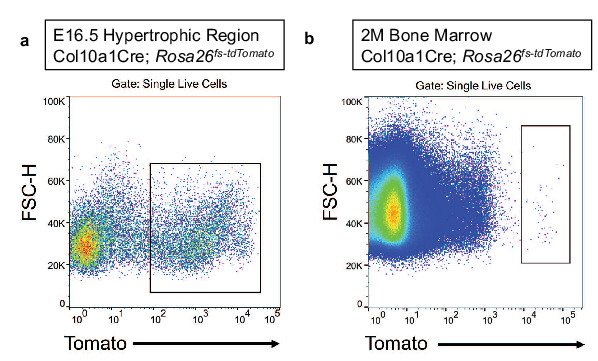
FACS plots for isolation of tdTOMATO^+^ cells at E16.5 and 2 M for scRNA-sequencing. (**a**) E16.5 FACS plot identified tdTOMATO^+^ expressing cells isolated by total bone digestion and utilized for 10 X Genomics scRNA-sequencing represented in Figure 2. (**b**) 2 M FACS plot identified tdTOMATO^+^ expressing cells isolated by bone marrow flush and digestion and utilized for 10 X Genomics scRNA-sequencing represented in Figure 3.

**Figure 2—figure supplement 2.**
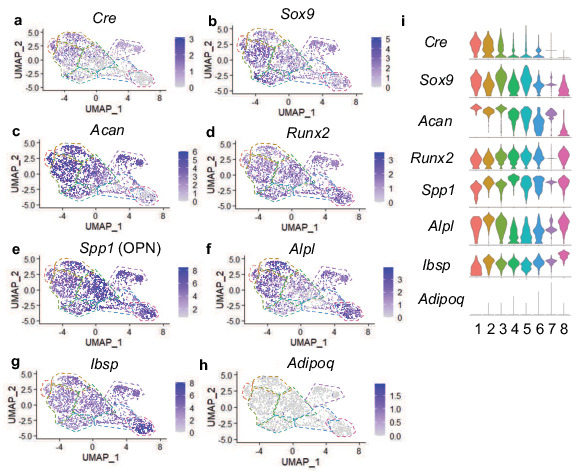
Additional genes of interest expressed in hypertrophic chondrocytes and descendants at E16.5. (**a**) Feature plot of *Cre* expression was enriched in clusters 1–2 at E16.5. (**b–c**) Feature plot of genes associated with chondrocytes were observed enriched in clusters 1–7. (**d-g**) Feature plot of genes associated with hypertrophic and osteoblast differentiation were observed throughout all clusters. (**h**) Feature plot of *Adipoq* had very limited expression in any cluster. (**i**) Violin plot of genes of interest (**a–h**).

Next we analyzed expression of chondrogenic genes. Differential gene expression analysis revealed the presence of *Ihh* and *Col10a1* expressing chondrocytes (most notably in clusters 1, 3, and 5), identifying cells in transition from pre-hypertrophy to hypertrophy (Figure 2b and i; St-Jacques et al., 1999). *Col10a1* expression was observed throughout many clusters; however was most highly enriched in clusters 1–5 and 7 (Figure 2c and i). Moderate expression of *Sox9* and *Aggrecan* were observed throughout all clusters, but primarily enriched in clusters 1–5 (Figure 2—figure supplement 2b-c, i). *Mmp13,* noted for its role in terminal hypertrophic chondrocytes, reached highest expression in clusters 4, 5, and 6 (Figure 3d and i). The osteogenic genes, *Sp7, Clec11a, Col1a1, Bglap, Runx2, Spp1, Alpl,* and *Ibsp,* were most highly expressed in clusters 7 and 8, which represent two potential osteoblast clusters (Figure 2e–h and i and Figure 2—figure supplement 2d-i), while some were also detected at much lower levels in pre-hypertrophic/hypertrophic chondrocyte clusters.

**Figure 3.**
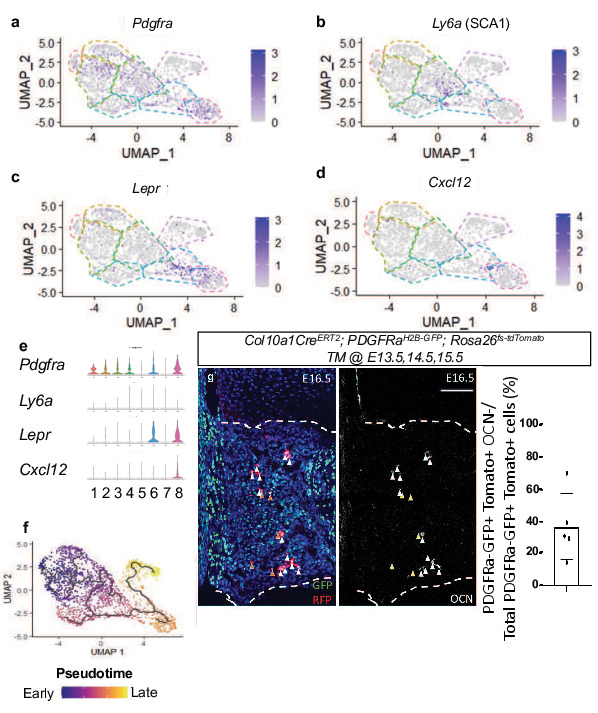
Single-cell transcriptomics of E16.5 hypertrophic chondrocytes and descendants reveals an intermediate SSPC upstream of osteoblasts. (**a–d**) Feature plot of SSPC-associated genes identified between hypertrophic chondrocyte and osteoblast clusters (**e**) Violin plot representing the relative level of SSPC associated gene expression (**a–d**). (**f**) Monocle three trajectory analysis throughout pseudotime. (**g**) E16.5 tibia sections of *Col10a1CreERT2; Rosa26^fs-tdTomato^;PDGFRa^H2B-GFP^* mice injected with tamoxifen at E13.5, 14.5, and 15.5 and quantification (Figure 3—source data 1). Orange arrows represent tdTOMATO^+^/PDGFRa^H2B-GFP+^ cells that are OCN^-^. White arrows represent tdTOMATO^+^/ PDGFRa^H2B-GFP+^ cells that co-express OCN. Scale bar = 100 um. N = 1/2 slides for three biological replicates, Average = 36.7%, SD ±20.7%. Dotted line demarks the chondro-osseous junction. Figure 3—source data 1.PDGFRa+ TOMATO+ quantification at e16.5 of Col10a1Cre; Rosa26-fs-tdTomato; PDGFRa-H2B-GFP.

**Figure 3—figure supplement 1.**
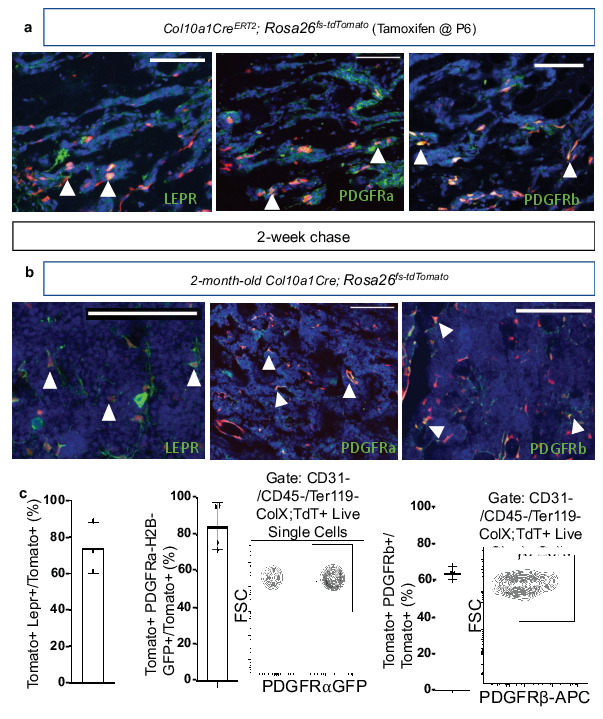
SSPC associated proteins are detected in hypertrophic chondrocyte-derived marrow-associated cells. (**a**) Immunostaining of SSPC associated proteins in both bone sections from *Col10a1CreERT2; Rosa26^fs-tdTomato^* mice injected with tamoxifen at P6 and chased for 2 weeks and (**b**) 2 M old *Col10a1Cre; Rosa26^fs-tdTomato^* bone sections. Representative co-labeled (LEPR, PDGFRa, or PDGFRb and tdTOMATO) cells are identified by white arrows. (**c**) Quantification of contribution to SSPC-like cells by hypertrophic chondrocyte descendants by immunofluorescence of 2-month-old Col10a1Cre; *Rosa26^fs-tdTomato^* stained with LEPR antibody (left – Average = 74.21%, Figure 3—figure supplement 1—source data 1), flow cytometric analysis of bone marrow cells from 1-month-old *Col10a1Cre; Rosa26^fs-tdTomato^; PDGFRa^H2B-GFP^* (middle – Average = 84.6%, Figure 3—figure supplement 1—source data 2), and 2-month-old *Col10a1Cre; Rosa26^fs-tdTomato^* stained with PDGFRb antibody (right – Average = 64.33%, Figure 3—figure supplement 1—source data 3) N = 3 biologic replicates (LEPR), 4 biologic replicates (PDGFRa), and four biologic replicates (PDGFRb). SD LEPR = ± 13.92%, PDGFRa = ± 12.81%, and PDGFRb = ± 3.48%. Scale bars = 100 um. Figure 3—figure supplement 1—source data 1.LEPR+ TOMATO+ quantification of Col10a1Cre;Rosa26fs-tdTomato at 2M. Figure 3—figure supplement 1—source data 2.Flow cytometric analysis of PDGFRa-H2B-GFP and tdTOMATO on Col10a1Cre;Rosa26fs-tdTomato at 2M. Figure 3—figure supplement 1—source data 3.Flow cytometric analysis of PDGFRb and tdTOMATO on Col10a1Cre;Rosa26fs-tdTomato at 2M.

Differential gene expression analysis also identified the SSPC-associated genes, *Pdgfra, Ly6a* (encoding SCA1)*, Lepr, Cxcl12,* to be expressed within clusters 4, 5, and 6, with some expression in cluster 8 (Figure 3a–e). Each of these genes and/or their regulatory elements genetically identify SSPCs capable of becoming osteoblasts in vivo (Crisan et al., 2008; Morikawa et al., 2009; Omatsu et al., 2010; Worthley et al., 2015; Zhou et al., 2014a). We did not observe *Adipoq* expression in any clusters, another gene previously shown to be co-expressed with *Lepr* in some SSPC populations (Figure 2—figure supplement 2h-i; Zhong et al., 2020). To further understand the cluster hierarchy of these hypertrophic chondrocytes and their descendants, we performed pseudotime analysis of the scRNA-seq data. This analysis indicated a singular trajectory linking hypertrophic chondrocytes (clusters 1–5) to osteoblasts (clusters 7 and 8) by way of an intermediate SSPC-like population (cluster 6) (Figure 3f). To validate this transition of hypertrophic chondrocytes to a marrow-associated SSPC fate, we generated *Col10a1CreERT2; Rosa26^fs-tdTomato^; PDGFRa^H2B-GFP^* mice and performed additional in vivo lineage-tracing analysis at E16.5. Fluorescent reporter analysis identified a number of tdTOMATO and PDGFRa^H2B-GFP^ double positive cells within the marrow space that were either OCN^+^ or OCN^-^ (Figure 3g–h), indicating that tdTOMATO^+^, GFP^+^, and OCN^-^ cells likely represent a more primitive hypertrophic chondrocyte-derived SSPC. To further validate that hypertrophic chondrocytes are capable of giving rise to marrow-associated SSPCs expressing *Lepr, Pdgfra,* and *Pdgfrb* in vivo throughout development, we performed IF co-labeling assays on bone sections from *Col10a1CreERT2; Rosa26-tdTomato ^f/+^* mice at 3 W of age (TM delivered at P6). Co-labeling of cells with tdTOMATO fluorescence and antibodies for LEPR, PDGFRα, and PDGFRβ demonstrate that hypertrophic chondrocytes indeed give rise to marrow associated SSPCs during skeletal development (Figure 3—figure supplement 1a).

After identifying *Col10a1CreERT2; Rosa26^fs-tdTomato^* reporter positive SSPCs at early stages of development, we hypothesized that these cells may still arise from hypertrophic chondrocytes during later stages of skeletal development. Therefore, we performed scRNA-seq of tdTOMATO^+^ sorted marrow cells from *Col10a1Cre; Rosa26^fs-tdTomato^* mice at 2 months of age (2 M). To isolate and specifically enrich hypertrophic chondrocyte-derived marrow-associated cells, we performed centrifugation of the marrow followed by a gentle flush of femurs and tibias and subjected these marrow plugs to a brief collagenase digestion. This short digestion allowed for potential isolation of a limited number of osteoblasts, since our focus was centered on the analysis of novel non-osteoblast/osteocyte populations. Following the digest, red blood cells were lysed, and the remaining cell populations were subjected to FACS. We selected tdTOMATO reporter positive cells that demonstrated high levels of unambiguous tdTOMATO fluorescence for further analysis (Figure 2—figure supplement 1b). Using the 10 x Genomics platform, we performed scRNA-seq and further analyzed 1,066 tdTOMATO reporter positive sorted cells following quality control processing and elimination of any cells lacking *tdTomato* transcripts. Since neither *Cre* nor *Col10a1* expression could be detected in any of these cells, they clearly represented descendants of *Col10a1Cre*-expressing hypertrophic chondrocytes. Finally, we performed a Seurat-based unsupervised clustering of gene expression profiles from the tdTOMATO-positive cells, which ultimately yielded five distinct cell clusters (Figure 4a; see Materials and methods for details).

**Figure 4.**
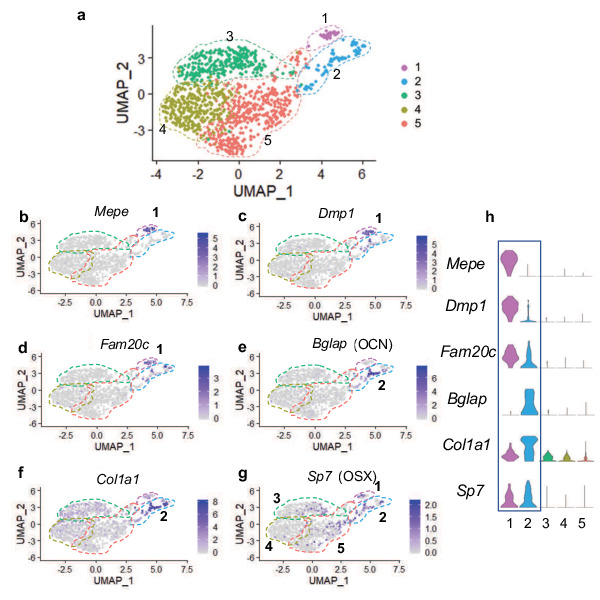
Single cell transcriptomics of hypertrophic chondrocyte descendants following FACS and 10 X Genomics sequencing at 2 M of age. (**a**) UMAP shown in two-dimensional space produced using Seurat 3 package of R from single-cell RNA-sequencing of bone marrow digest from *Col10Cre; Rosa26^fs-tdTomato^* mice at 2 M. (**b–f**) Feature plots of osteoblast specific genes identified in cluster 1 (**b–d**) and cluster 2 (**e–f**). (**g**) Feature plot of the osteoprogenitor associated gene, *Sp7*. (**h**) Violin plot representing the relative level of osteoblast-associated gene expression (**b–g**).

**Figure 4—figure supplement 1.**
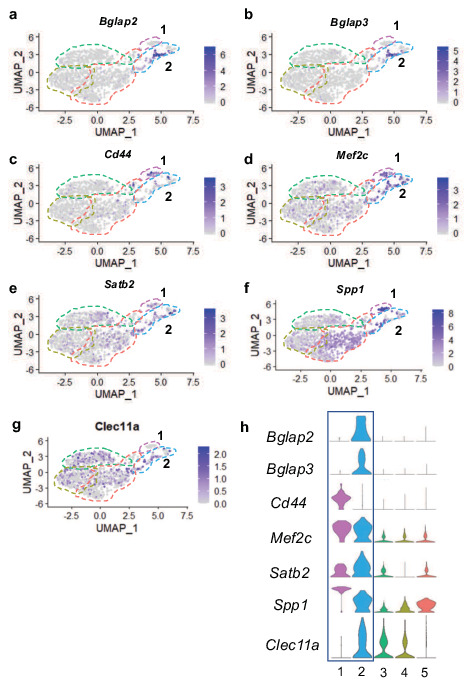
Additional osteoblast associated genes observed in clusters 1 and 2 at 2 months of age. (**a–g**) Feature plots of genes associated with osteoblasts were observed in clusters 1 and 2 with minimal expression in clusters 3–5. (**h**) Violin plots representing relative gene expression levels in (**a–g**) among the five identified clusters.

**Figure 4—figure supplement 2.**
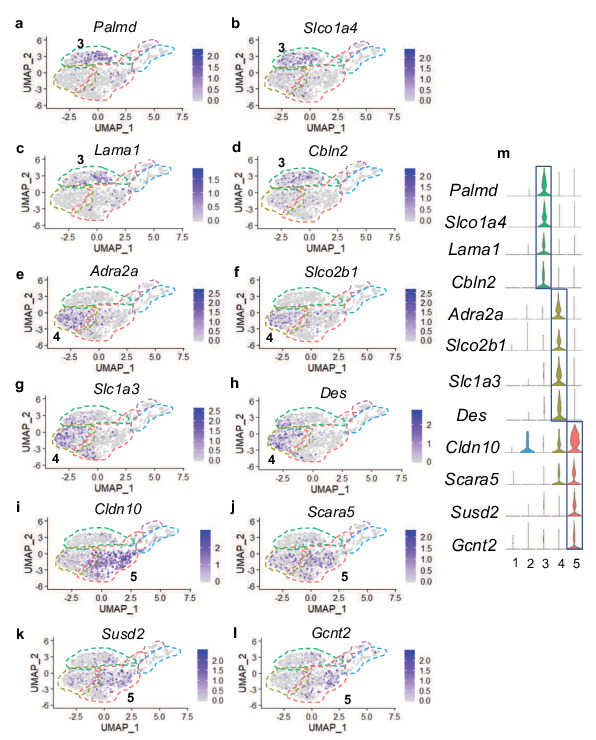
Differentially expressed genes mostly unique to clusters 3, 4, and 5. (**a–j**) Feature plots of genes identified by differential gene expression in cluster 3 (**a–d**), cluster 4 (**e–h**), and cluster 5 (**i–l**). (**m**) Violin plots of differentially expressed genes represented in (**a–l**).

**Figure 4—figure supplement 3.**
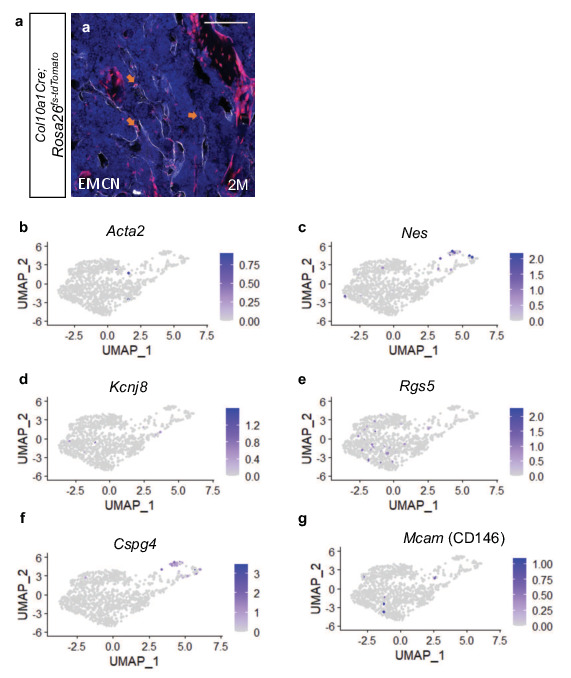
Hypertrophic chondrocyte-derived cells can associate with blood vessels; however, do not express genes associated with pericytes or vascular smooth muscle cells. (**a**) Immunostaining for endothelial-cell-associated protein, ENDOMUCIN, on 2-month-old *Col10a1Cre; Rosa26^fs-tdTomato^* bone sections show adjacent tdTOMATO^+^ cells indicated by orange arrows. Feature plots for (**b–c**) vascular smooth muscle cell associated genes and (**d-g**) pericyte-associated genes indicate that these genes are rarely expressed in any cell cluster. Scale bar = 100 µm.

**Figure 4—figure supplement 4.**
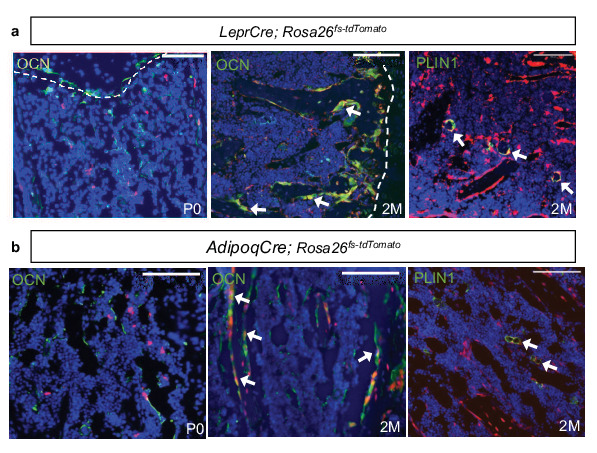
*LeprCre; R26-tdTomato* and *AdipoqCre; R26-tdTomato* mice exhibit reporter expression in marrow associated cells, osteoblasts, and adipocytes with age. (**a**) Immunostaining of bone sections from *LeprCre; Rosa26^fs-tdTomato^* mice exhibit tdTOMATO^+^ marrow-associated cells; however, do not display tdTOMATO^+^, OCN^+^ osteoblasts at P0. Immunostaining at 2 months of age reveals both tdTOMATO^+^, OCN^+^ osteoblasts and tdTOMATO^+^, PERILIPIN^+^ adipocytes. (**b**) Immunostaining of bone sections from *AdipoqCre; Rosa26^fs-tdTomato^* mice also exhibit tdTOMATO^+^ marrow-associated cells; however, do not display tdTOMATO^+^, OCN^+^ osteoblasts at P0. Immunostaining at 2 M of age reveals both tdTOMATO^+^, OCN^+^ osteoblasts and tdTOMATO^+^, PERILIPIN^+^ adipocytes.

Differential gene expression analyses further demonstrated that cells associated with clusters 1 and 2 expressed several known osteogenic genes (Figure 4b–h). Many cells in cluster one expressed genes such as *Mepe*, *Dmp1*, and *Fam20c* (Figure 4b–d and h), known for their roles in osteocytes and/or the bone mineralization process (Robling and Bonewald, 2020; Sapir-Koren and Livshits, 2014). Some cells in cluster 2 also expressed *Dmp1* and *Fam20c*; however, their expression was detected at much lower levels. Most cells in cluster two expressed other osteoblast associated genes, such as *Bglap* and *Col1a1* (Figure 4e–f and h), critical components of the organic bone matrix. In addition to the few genes highlighted here, additional osteoblast-associated genes were also observed in cells within clusters 1 and 2 (Figure 4—figure supplement 1a-h). Expression analyses further determined that the master transcriptional regulator of osteoblast differentiation and known osteoprogenitor cell marker, S*p7* (encoding the protein OSTERIX) (Maes et al., 2010; Mizoguchi et al., 2014), not only exhibited expression within osteoblast clusters 1 and 2, but also within a limited number of cells associated with clusters 3, 4, and 5 (Figure 4g–h). These data suggest that the majority of marrow-associated cells derived from the hypertrophic chondrocytes localized to clusters 3, 4, and 5 are not osteoblasts or osteoprogenitors, but rather may be more primitive cells within the osteoblast lineage or distinct cell types altogether. We next utilized differential gene expression analyses to identify genes that were uniquely and broadly expressed across the cells of clusters 3, 4, 5, with limited expression in the more differentiated osteoblasts of clusters 1 and 2. This analysis identified a number of genes utilized for identifying SSPC populations. Specifically, *Lepr, Grem1, Pdgfra* (but not *Ly6a* – SCA1), *Cxcl12*, and *Pdgfrb* were highly expressed within cells across all three clusters (Figure 5a–f and k). Each gene and/or their regulatory elements genetically identify or can be utilized to label SSPCs with the potential of becoming osteoblasts in vivo (Crisan et al., 2008; Morikawa et al., 2009; Omatsu et al., 2010; Worthley et al., 2015; Zhou et al., 2014a). To confirm that hypertrophic chondrocytes are capable of giving rise to marrow associated SSPCs expressing *Lepr*, *Pdgfra,* and *Pdgfrb* in vivo at this later developmental time point, we performed IF co-labeling assays on bone sections from *Col10a1Cre; Rosa26^fs-tdTomato^* mice at 2months of age. Co-labeling of cells with tdTOMATO fluorescence and antibodies for LEPR, PDGFRα, and PDGFRβ further demonstrate and validate that hypertrophic chondrocytes indeed give rise to marrow-associated SSPCs during postnatal skeletal development (Figure 3—figure supplement 1b). Quantification of *Col10a1Cre; Rosa26^fs-tdTomato^* for LEPR demonstrates that 74.21%±13.92% of all tdTOMATO+ cells were LEPR+ (Figure 3—figure supplement 1c). We additionally performed flow cytometry of marrow cells from *Col10a1Cre; Rosa26^fs-tdTomato^; PDGFRa^H2B-GFP^* mice at 1 month of age and observed 73.6% ± 2.83% of tdTOMATO^+^ cells were PDGFRa-GFP+ (Figure 3—figure supplement 1c). At 2 M of age, flow cytometry of marrow cells from *Col10a1Cre; Rosa26^fs-tdTomato^* mice demonstrated that 64.33% ± 3.48% of tdTOMATO^+^ cells were PDGFRB+ (Figure 3—figure supplement 1c) and that 37.4% ± 6.2% of the total LEPR^+^ population were also tdTOMATO^+^ as per quantitation from stained bone sections (Figure 5—figure supplement 1a). This was further corroborated by utilizing flow cytometry of marrow cells from *Col10a1Cre; Rosa26^fs-tdTomato^; PDGFRa^H2B-GFP^* mice, which demonstrates that a similar 26.93%±3.79% of all PDGFRa^H2B-GFP+^ cells were also tdTOMATO reporter positive (Figure 5—figure supplement 1b). These data indicate that hypertrophic chondrocyte-derived SSPCs constitute nearly 25–45% of all marrow SSPCs at these stages, and that a significant portion of the marrow-associated SSPCs are likely derived from other origins such as the perichondrium and/or periosteum in mice 2 months of age and younger.

**Figure 5.**
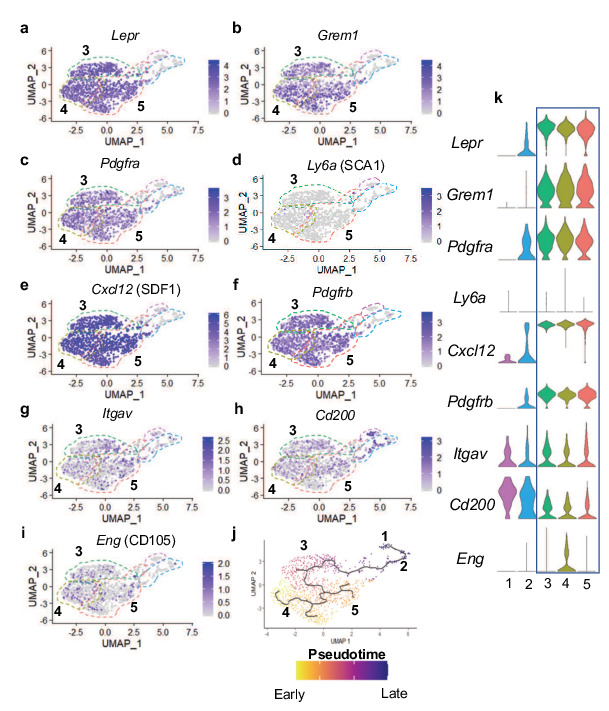
Many hypertrophic chondrocyte derived cells express genes associated with SSPCs. (**a–f**) Feature plots of genes previously identified as SSPC markers in genetic mouse models. (**g–i**) Feature plots of genes previously identified as SSPC markers for use in flow cytometry and FACS. (**j**) Monocle three trajectory analysis with clusters noted throughout pseudotime. (**k**) Violin plots of SSPC-associated genes in (**a–i**).

**Figure 5—figure supplement 1.**
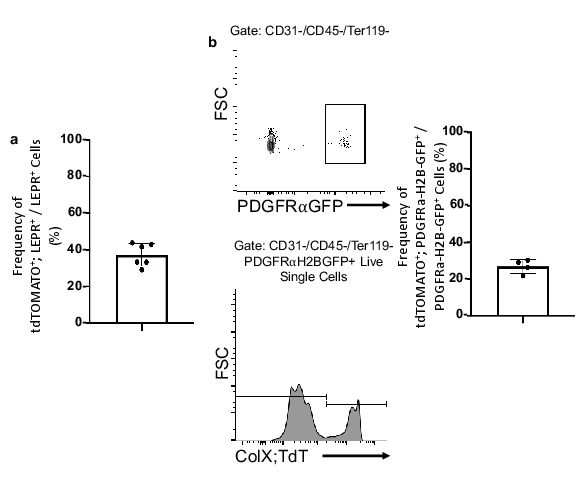
Contribution of hypertrophic chondrocyte descendants to total SSPC populations. (**a**) Quantitation of immunostaining for LEPR on bone sections from 2 M old *Col10a1Cre; Rosa26^fs-tdTomato^* mice exhibit 37.4% LEPR^+^; tdTOMATO^+^ as compared to total LEPR^+^ marrow-associated cells (Figure 5—figure supplement 1—source data 1). N = 2 technical replicates of three biologic replicates, SD ±6.2%. (**b**) Flow cytometric analysis of 1-month-old *Col10a1Cre; Rosa26^fs-tdTomato^; PDGFRa^H2B-GFP^* mice exhibit 26.93% PDGFRA^+^; tdTOMATO^+^ as compared to total PDGFRA^+^ marrow-associated cells (Figure 5—figure supplement 1—source data 2). N = 4 biologic replicates, SD ±3.79%. Figure 5—figure supplement 1—source data 1.LEPR+ TOMATO+ quantification on Col10a1Cre;Rosa26fs-tdTomato at 2M. Figure 5—figure supplement 1—source data 2.Flow cytometric analysis of PDGFRa-H2B-GFP and TOMATO on Col10a1Cre;Rosa26fs-tdTomato at 2M.

FACS has been highly utilized to identify, isolate, and enrich populations of SSPCs from bone marrow and periosteal tissues in mice and/or humans based on the expression of specific cell surface proteins (Chan et al., 2015; Chan et al., 2018; Zhou et al., 2014a). FACS assays utilizing antibodies against Integrin Subunit Alpha V (ITGAV) have been used for the identification, isolation, and enrichment of bone marrow stromal cell populations in mice, which are noted to be largely quiescent and capable of generating most of the colonies within a colony-forming unit – fibroblastic (CFU-F) assay; a technique utilized to identify heterogeneous, non-hematopoietic, marrow stromal cells with progenitor cell characteristics (Boulais et al., 2018; Robey et al., 2014). While we identified *Itgav* expression sporadically throughout cells of all clusters, it is enriched in the SSPC clusters 3, 4, and 5 (Figure 5g and k). Recently, CD200, ITGAV, and CD105 antibodies have been used in conjunction with antibodies detecting the hematopoietic and endothelial lineages (CD45, CD31, and Ter119) for flow cytometric evaluation and identification of unique subsets of SSPCs (Gulati et al., 2018). These studies indicate that lineage negative (CD45^-^,CD31^-^,Ter119^-^) and CD200^+^,ITGAV^+^,CD105^-^ cells represent the most primitive self-renewing and multipotent skeletal stem cell (SSC) population, while lineage negative and ITGAV^+^,CD105^+^ cells represent a more committed SSPC population (Gulati et al., 2018). Our gene expression analyses observed broad expression of *Cd200* across all clusters including the osteoblasts; however, *Eng* (encoding CD105) was more restricted to SSPC clusters 3, 4, 5 and enriched specifically within cluster 4 (Figure 5h–i and k). When assessing the precise cellular overlap of these factors, we observed 128 of 953 SSPCs to be *Itgav+, Cd200+, Cd105-*. While this most primitive SSC population exists among our SSPCs analyzed via scRNA-seq, they were relatively evenly distributed among cells within clusters 3, 4, and 5 (Figure 5g–I and k). These data suggest that hypertrophic chondrocytes likely undergo a process of dedifferentiation to generate even the most primitive SSCs; however, these cells themselves may be heterogeneous due to the differential expression of genes that allow for their segregation into multiple distinct clusters within our Seurat analysis.

In an attempt to further delineate each of the SSPC clusters in our Seurat analysis, we analyzed the data to identify genes restricted in their expression to a single SSPC cluster. A limited number of genes were ultimately found to be uniquely expressed within solitary SSPC clusters; however, much more commonly we observed genes to be enriched within specific clusters with limited expression within the other one or two SSPC clusters (Figure 4—figure supplement 2).

SSPCs are known to reside within specific niches often associated with blood vessels (Zhou et al., 2014a). Previously, we noted that some of the hypertrophic chondrocyte derived tdTOMATO reporter cells appeared to associate with vascular structures. To assess this directly, we performed immunofluorescent staining for ENDOMUCIN (EMCN) on bone sections of *Col10a1Cre; Rosa26^fs-tdTomato^* mice at 2 months of age and identified a number of tdTOMATO+ reporter cells directly adjacent to EMCN expressing endothelial cells (Figure 4—figure supplement 3a). To ensure that these tdTOMATO+ cells were not pericytes or vascular smooth muscle cells (vSMCs), we assessed our differential gene expression data for genes that serve as common markers for these specific cell types, including *Acta2, Nes, Kcnj8, Rgs5, Cspg4,* and *Mcam* (Chasseigneaux et al., 2018; Yamazaki and Mukouyama, 2018). We observed limited or no gene expression for these markers in SSPCs of clusters 3, 4, or 5 (Figure 4—figure supplement 3b-g).

To finally parse the relatedness or relationship between SSPC and osteoblast cell clusters, we performed Monocle three pseudotime cell trajectory analysis of the Seurat data. These data indicate a clear hierarchy of cellular differentiation and relatedness between all cell clusters in an unbranched or continuous trajectory. Clusters 4 and 5 shared a common trajectory, with cluster 4 being slightly earlier in pseudotime. These clusters then give rise to cluster 3, which further differentiates into the osteoblast clusters 2 and then 1 (Figure 5j). Taken together these data indicate that cluster 3, 4, and 5 are hypertrophic chondrocyte-derived SSPCs that are capable of becoming osteoblasts and have unique niche localizations with at least some of these SSPCs being vessel associated.

### Hypertrophic chondrocyte-derived SSPCs are dually primed for both osteoblast and adipocyte differentiation

Since most bone-marrow-associated SSPCs have the potential to become either osteoblasts or adipocytes during development, aging, regeneration, and/or disease, we further examined our differential gene expression data for indicators of this competency. While we observed limited expression of the osteoprogenitor transcription factor *Sp7* in the SSPC clusters 3, 4, and 5, we noticed much broader and robust expression of *Runx2,* the earliest master transcriptional regulator of osteoblast specification, throughout all clusters and especially concentrated in the SSPC clusters 3, 4, and 5 (Figure 6a). RUNX2 has been observed in LEPR^+^ cells and appears to prime cells for osteoblastic specification and differentiation (Yang et al., 2017). We have already demonstrated in Figure 1 the efficiency by which hypertrophic chondrocytes can contribute to the osteoblast lineage, and that these osteoblasts are part of a differentiation trajectory that can originate from hypertrophic chondrocyte-derived SSPCs.

**Figure 6.**
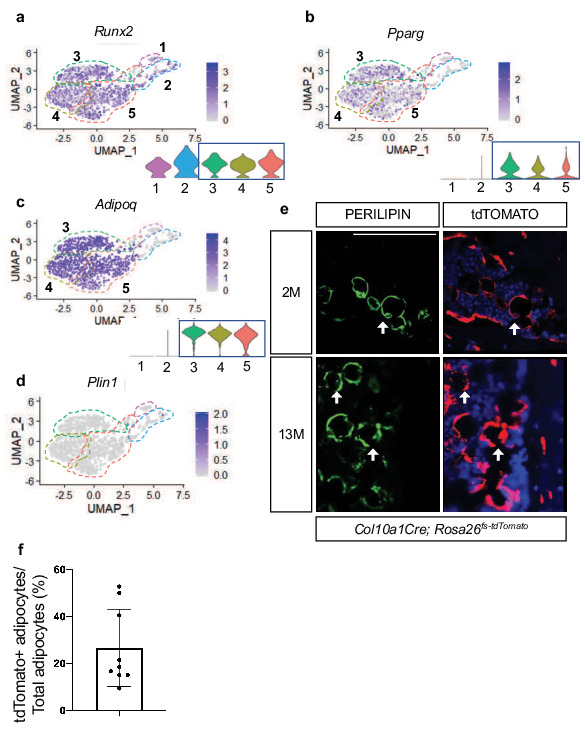
Hypertrophic chondrocyte derived SSPCs exhibit osteogenic and adipogenic differentiation capacities. (**a**) Feature plot and violin plot of the osteoblast specification gene, Runx2. (**b–c**) Feature plots and violin plots of the adipogenic specification gene, Pparg, and adipogenic associated gene, Adipoq. (**d**) Feature plot indicating a lack of expression of the mature lipid laden adipocyte gene, Perilipin. (**e**) Immunostaining for PERILIPIN in *Col10a1Cre;R26-tdTomato* mice at 2 months and 13 months of age. PERILIPIN^+^, tdTOMATO^+^ adipocytes noted with white arrows. Scale bar = 100 µm (**f**) Quantification of PERILIPIN^+^, tdTOMATO^+^ adipocytes at 13 months of age in (**e**) Average = 27.59% (Figure 6—source data 1). N = 3 slides from three biologic replicates, SD ±16.2%. Figure 6—source data 1.PERILIPIN+ TOMATO+ quantifications on Col10a1Cre;Rosa26fs-tdTomato at 2M.

Recent data has shown that some LEPR^+^ SSPCs also express PPARγ (encoded by *Pparg*) and ADIPONECTIN (encoded by *Adipoq*) (Zhong et al., 2020). Similar to this report we observed *Pparg* and *Adipoq* expression within *Lepr-*expressing SSPCs of clusters 3, 4, and 5 (Figure 6b–c). While PPAR-gamma is necessary and sufficient to induce adipogenesis of SSPCs, ADIPONECTIN enhances osteogenesis but is primarily secreted by adipocytes (Tencerova and Kassem, 2016). Given the expression of these adipogenic regulators and marker genes, we asked if hypertrophic chondrocyte-derived cells in clusters 3, 4, and 5 represent mature adipocytes or whether these cells could ultimately give rise to mature adipocytes in vivo. Our differential gene expression analysis did not indicate the presence of *Perilipin* (*Plin1*), a mature lipid laden adipocyte marker, in SSPC clusters 3, 4, or 5, suggesting that none of these cells isolated utilizing our procedures were representative of mature adipocytes (Figure 6d). Providing evidence for an ultimate adipogenic fate for some of these SSPCs, *Col10a1Cre; Rosa26^fs-tdTomato^* mice at 2months and 13months of age displayed co-localization of the tdTOMATO reporter and PERILIPIN antibody staining (Figure 6e). By 13 M of age, approximately 25% of adipocytes labeled with PERILIPIN were also tdTOMATO reporter positive (Figure 6f). None of these double-labeled cells are either known to express *Col10a1,* nor could we detect CRE expression within any of these cells. Therefore, our results suggest that hypertrophic chondrocyte-derived SSPCs are also a significant contributor to the adipogenic fate; however, these mature cells likely eluded our scRNA-seq analyses due to the technical nature for isolating and sorting lipid laden adipocytes and their limited availability in the bone marrow at 2 months of age.

To assess SSPC contribution to the osteoblast and adipocyte lineages, we also performed reporter studies utilizing *LeprCre; Rosa26^fs-tdTomato^* and *AdipoqCre; Rosa26^fs-tdTomato^* mice. Utilizing bone sections of P0 *LeprCre; Rosa26^fs-tdTomato^* reporter mice, we observed reporter positive signals in both-marrow-associated cells and some bone lining cells; however, OCN^+^, tdTOMATO^+^ osteoblasts were not apparent (Figure 4—figure supplement 4a). By 2 M of age we observed bone lining cells, OCN-expressing osteoblasts, and osteocytes that were tdTOMATO reporter positive (Figure 4—figure supplement 4a – white arrows), similar to data previously reported (Zhou et al., 2014a). As expected, a limited number of PERILIPIN^+^, tdTOMATO^+^ adipocytes were also observed within the bone marrow of 2 M old *LeprCre; Rosa26^fs-tdTomato^* mice (Figure 4—figure supplement 4a). Similarly, P0 *AdipoqCre; Rosa26^fs-tdTomato^* bone sections exhibited marrow-associated and bone lining reporter-positive cells that not yet contributed to OCN+ osteoblasts; however, by 2 M of age tdTOMATO^+^ and OCN^+^ osteoblasts were observed, as well as tdTOMATO^+^ osteocytes and adipocytes (PLIN1+) were apparent in *Adipoq Cre; Rosa26^fs-tdTomato^* bone sections (Figure 4—figure supplement 4b – white arrows). In contrast with these studies, *Col10a1Cre; Rosa26^fs-tdTomato^* descendants demonstrate a relatively quick commitment to the osteoblast lineage that is observed at P0 and earlier, while *Col10a1CreERT2; Rosa26^fs-tdTomato^* mice document that bone lining cells and mature OCN-expressing osteoblasts can be generated from hypertrophic chondrocytes within 1 day to 2 weeks (Figure 1a–g). This highlights the potential for functional differences between sub-populations of LEPR and ADIPOQ expressing SSPCs based on their particular origin and/or niche.

### *Hypertrophic* chondrocyte-derived SSPCs may be uniquely primed for developmental bone growth in vivo

*Col10a1Cre*-derived marrow-associated SSPCs constitute only a portion of LEPR^+^ SSPCs and *LeprCre*-derived marrow-associated SSPCs contribute to nearly 100% of all CFU-F colonies, therefore we reasoned that *Col10a1Cre*-derived marrow-associated SSPCs would contribute to only a fraction of total CFU-Fs and that this may provide a method for separating hypertrophic chondrocyte-derived progenitors from those derived from alternative sources such as the perichondrium/periosteum (Zhou et al., 2014a). Following plating at clonal density and 10 days of growth, 50–60% of CFU-F colonies derived from *Col10a1Cre; Rosa26^fs-tdTomato^* mice exhibited relatively homogeneous tdTOMATO reporter expression while the other colonies were largely devoid of tdTOMATO positivity at both 2 months and 8 months of age (Figure 7a–c). To achieve a better understanding of the similarities and differences between progenitors derived from these different sources at the transcriptomic level, we isolated three tdTOMATO^+^ and three tdTOMATO^-^ CFU-F colonies and performed individual RNA-isolations and submitted for bulk RNA-sequencing. 

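Colonies picked by their fluorescence at day 10 gave RNA from whole colonies, so each library holds every cell that grew inside 1 cloning cylinder. The comparison covered 3 tdTOMATO+ CFU-Fs and 3 tdTOMATO- CFU-Fs from 2-month-old mice, grown in 2% oxygen and sequenced as 50 bp single-end reads. The authors' table of normalized counts was used for 14735 genes, of which 13517 are marked as protein-coding. Between 24085516 and 31046589 reads fell in these genes per library, and the gene with the fewest had 10 reads in its highest library. Groups were compared with limma on log2 of the normalized count plus 1, two-sided, with Benjamini-Hochberg adjustment over all 14735 genes. On counts simulated from these libraries, with changes placed in genes of at least 50 normalized counts, limma recovered 75 of 100 genes changed by 1.7-fold and 95 of 100 changed by 4-fold, and 20 of its 190 calls were false. An exact permutation test of 3 colonies against 3 cannot give a p under 0.1, so p-values come from models fitted across all genes. Nothing states that the colonies came from separate mice, so the p-value of a gene measures the spread between these colonies.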

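tdTOMATO+ CFU-Fs held more RNA of *Mmp13*, a collagenase of hypertrophic chondrocytes and osteoblasts, *Wnt4*, a secreted WNT ligand, *Igf1*, a growth factor, and *Crabp1*, a carrier of retinoic acid in the cytoplasm. *Draxin*, a secreted guidance factor, *Gatm*, an enzyme of creatine synthesis, and *Folr2*, a folate receptor of macrophages, were higher in the same colonies. tdTOMATO- CFU-Fs held more RNA of *Col15a1*, a collagen of basement membranes, *Bmp5*, a BMP ligand, *Pcsk6*, a protease that activates secreted growth factors, and the imprinted gene *Peg3*. At an adjusted p under 0.05, limma called 177 genes higher in tdTOMATO+ CFU-Fs and 21 higher in tdTOMATO- CFU-Fs. Most of these differences were small: 146 of the 177 genes were under 2-fold and 31 were over it, while 6 of the 21 genes higher in tdTOMATO- CFU-Fs were over 2-fold. In 18.2% of all genes the 3 colonies of each group did not overlap with those of the other, where chance gives 10%.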

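*Mmp13* (ENSMUSG00000050578, GRCm38 chromosome 9, 7272514 to 7283331) averaged 16973 ± 4197 normalized counts (mean ± SD) in tdTOMATO+ CFU-Fs and 5338 ± 1297 in tdTOMATO- CFU-Fs, a log2 fold change of 1.67 with an SE of 0.26 and an adjusted p of 0.0452 by limma. *Col15a1* (ENSMUSG00000028339, chromosome 4, 47208161 to 47313167) averaged 6449 ± 1206 and 13428 ± 1427 normalized counts, a log2 fold change of -1.07 with an SE of 0.15 and an adjusted p of 0.0256 by limma. Among the 10 named genes higher in tdTOMATO+ CFU-Fs, log2 fold changes ran from 1.38 for *Syn3*, a synapsin, to 3.24 for *Crabp1*, with *Atp6v0d2*, a proton pump subunit of osteoclasts, at 2.74, *Padi2*, a protein-citrullinating enzyme, at 2.54, and *Itgbl1*, an integrin-like protein, at 2.36. *Syn3* (chromosome 10, 86055125 to 86498896, minus strand) spans the far more abundant *Timp3* (86300372 to 86349506, plus strand), which was also higher in tdTOMATO+ CFU-Fs. No strand setting is stated, and whether *Syn3* counts include reads of *Timp3* was not tested. *Crabp1* and *Atp6v0d2* lie near the lower end of expression, with 6.11 and 5.95 normalized counts in tdTOMATO- CFU-Fs. Among the 10 higher in tdTOMATO- CFU-Fs, they ran from -0.67 for *Adamtsl5* to -2.87 for *Rnf17*, a gene best known from germ cells, and included the GTPase gene *Rem1*, the peroxisome gene *Pex11a*, the adhesion gene *Pvrl2* and *Ydjc*. Of 36 named genes past the limma test, only *Cd68* kept its call whichever colony was left out (adjusted p 0.00749 to 0.0454), and 35 lost it without tdTOMATO+ replicate 2. *Mmp13* lost its call without any 1 of the 6 colonies (limma adjusted p 0.0543 to 0.142), and *Col15a1* lost it without any except tdTOMATO+ replicate 3 (limma adjusted p 0.0469 to 0.0816 over the 6).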

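The number of genes called depended on the test and on single colonies. At an unadjusted p under 0.05 and a 2-fold difference, limma gave 225 genes higher in tdTOMATO+ CFU-Fs and 125 higher in tdTOMATO- CFU-Fs. At an adjusted p under 0.05, edgeR called 169 and 19 genes and DESeq2 called 498 and 159, while the authors' deposited table holds 492 and 155 such genes. On the simulated counts, 59 of the 240 calls of DESeq2 were false and 19 of the 188 of edgeR. Without tdTOMATO+ replicate 2, limma called 1 gene higher in tdTOMATO+ CFU-Fs and 0 higher in tdTOMATO- CFU-Fs at an adjusted p under 0.05, with 204 and 113 past the unadjusted p and 2-fold. The limma counts were 9 and 8 without tdTOMATO+ replicate 1, 103 and 10 without tdTOMATO+ replicate 3, 178 and 44 without tdTOMATO- replicate 1, 15 and 1 without tdTOMATO- replicate 2, and 97 and 14 without tdTOMATO- replicate 3. Fitted without its mean-variance trend, limma called 1 and 0 genes, with 218 and 127 past the unadjusted p and 2-fold. Of the 227 genes that the authors list as high in tdTOMATO+ CFU-Fs, 116 have an adjusted p under 0.05 in the authors' deposited table and 33 by limma. Of the 136 listed as high in tdTOMATO- CFU-Fs, 47 have one in the authors' deposited table and 6 by limma. A single colony holds over 80% of its group's total for 7 of the 227 genes and 5 of the 136, a limit set after the values were seen.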

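The colonies resembled each other closely across all genes. The histogram of log2 mean expression had 2 modes, at 3.46 and 9.73, and the lowest point between them lay at 4.96, a normalized count of 30.2. At this split point, 12294 of 14735 genes lay above it. Of the authors' listed genes, 80 of the 227 and 53 of the 136 had a mean under it. Pearson correlations of log2 values between colonies of different groups ran from 0.970 to 0.980, within tdTOMATO+ CFU-Fs from 0.979 to 0.986, and within tdTOMATO- CFU-Fs from 0.972 to 0.978. The first principal component, with 30.4% of the variance, separated the groups, with all tdTOMATO+ colonies below 0 and all tdTOMATO- colonies above it. Hierarchical clustering over all genes, which does not pick genes for their difference, placed tdTOMATO- replicate 1 with the tdTOMATO+ CFU-Fs and the other 5 colonies by their group.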

Of the differentially expressed genes reaching significance (p < 0.05, LogFC >1), the three tdTOMATO^+^ CFU-Fs clustered separately from three tdTOMATO^-^ CFU-Fs on the basis of only 363 differentially expressed genes (227 enriched in tdTOMATO^+^ CFU-Fs and 136 enriched in tdTOMATO^-^ CFU-Fs) out of approximately 12,000 genes with an average expression level above biological thresholds (Figure 7d and Methods for threshold calculations). 

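The genes used to define SSPCs were transcribed in both kinds of colonies, some at high levels. The niche chemokine gene *Cxcl12* and the integrin gene *Itgav* had the highest means in both groups, and the growth factor receptor gene *Pdgfra*, the adipogenic regulator *Pparg*, the BMP antagonist gene *Grem1* and the surface marker *Cd200* lay above the split point in all 6 colonies. *Lepr*, the leptin receptor gene, did so too, with every tdTOMATO+ colony above every tdTOMATO- colony. *Adipoq*, which encodes adiponectin, was the lowest of the set and lay above the split point in 5 of 6 colonies. *Lepr* (ENSMUSG00000057722, GRCm38 chromosome 4, 101717404 to 101815352) had 408, 354 and 1132 normalized counts in tdTOMATO+ CFU-Fs against 97.3, 69.4 and 108 in tdTOMATO- CFU-Fs, a log2 fold change of 2.59 with an SE of 0.46. This difference missed the limma threshold over all genes (adjusted p = 0.0647) and the edgeR one (adjusted p = 0.0816), was called when adjusted over the list alone, and has an adjusted p of 5.19e-09 in the authors' deposited table. Without tdTOMATO+ replicate 3 it passed the limma test (adjusted p = 0.0317). *Adipoq* had 65.0, 36.0 and 100.5 normalized counts in tdTOMATO+ CFU-Fs and 0, 59.8 and 56.1 in tdTOMATO- CFU-Fs, with 0 reads in tdTOMATO- replicate 1. Of the 8 genes, limma called 0 at an adjusted p under 0.05 over all genes, with 1 past an unadjusted p of 0.05, and edgeR called 0 and DESeq2 1.

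**Figure D1:**
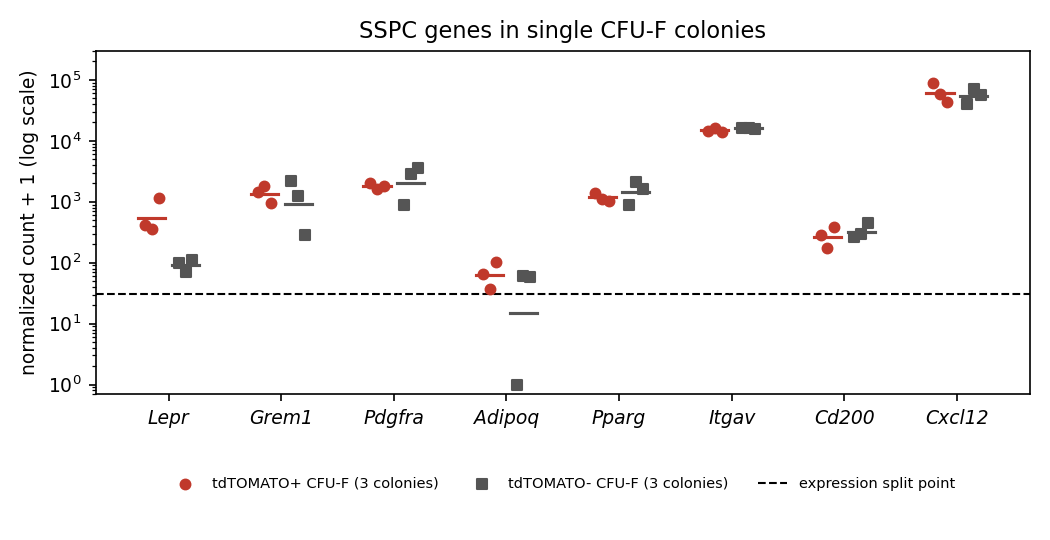
Normalized counts (log scale, count plus 1) of 8 SSPC genes in 3 tdTOMATO+ and 3 tdTOMATO- CFU-F colonies. Each point is 1 colony, each bar the mean of the log values, and the dashed line the split point of expression. *Lepr* is the gene of the set with all tdTOMATO+ colonies above all tdTOMATO- colonies, and *Adipoq* has 1 tdTOMATO- colony at 0.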

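The 7 genes other than *Lepr* missed the limma threshold with all 6 colonies. Log2 fold changes were 0.56 for *Grem1*, -0.19 for *Pdgfra*, 2.05 for *Adipoq*, -0.30 for *Pparg*, -0.09 for *Itgav*, -0.28 for *Cd200* and 0.16 for *Cxcl12*, with limma adjusted p-values from 0.731 to 0.939. The value of *Adipoq* rests on the colony with 0 reads, and that of *Grem1* turns to -0.28 without tdTOMATO- replicate 3. *Pdgfra*, with 874 normalized counts in tdTOMATO- replicate 1 against 2815 and 3546 in replicates 2 and 3, was called lower in tdTOMATO+ CFU-Fs without tdTOMATO- replicate 1 (log2 fold change -0.81, limma adjusted p = 0.0445). *Cxcl12* averaged 63768 normalized counts in tdTOMATO+ CFU-Fs and 56286 in tdTOMATO- CFU-Fs, and *Itgav* 14984 and 15926. Among 5 further genes that the study uses for SSPCs and osteoprogenitors, *Runx2*, the osteoblast transcription factor, had a log2 fold change of 0.44 (limma adjusted p = 0.0921, and 0.0243 without tdTOMATO- replicate 1) and the surface marker *Ly6a* of -0.27 (limma adjusted p = 0.234). *Pdgfrb* and *Sp7* had log2 fold changes of 0.06 and -0.17. *Eng*, a coreceptor of TGF-beta, ranged from 324 to 3785 normalized counts within tdTOMATO- CFU-Fs. limma called 0 of these 5 genes at an adjusted p under 0.05, with 2 past an unadjusted p of 0.05, edgeR 0 and DESeq2 1, and adjusted over the list alone 1 was higher and 1 lower in tdTOMATO+ CFU-Fs. The set test camera of limma gave an adjusted p of 0.723 for the list of 8 genes and 0.972 for the list of 5.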

We observed *Lepr, Grem1, Pdgfra, Adipoq, Pparg, Itgav, Cd200,* and *Cxcl12,* all highly expressed above biological thresholds in all CFU-Fs, indicating a general maintenance of SSPC phenotype while in culture and a striking similarity between progenitors from disparate sources.

**Figure 7.**
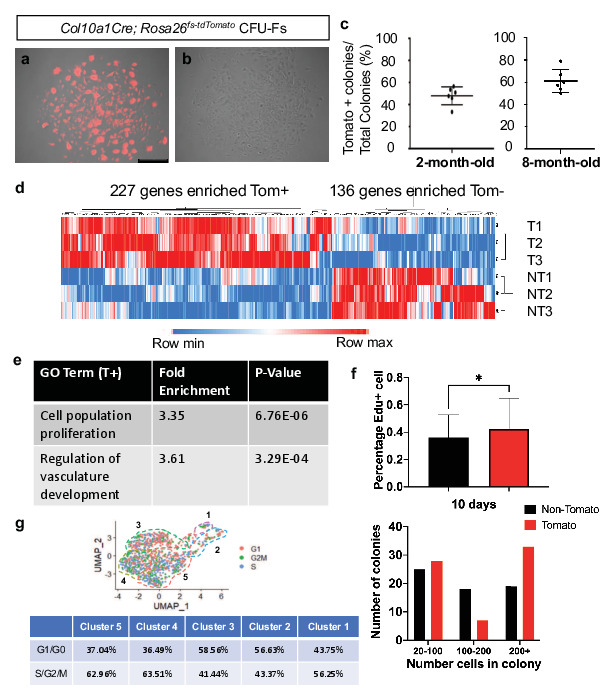
CFU-Fs derived from hypertrophic chondrocytes are similar to CFU-Fs derived from other cell sources, but contain SSPCs with enhanced proliferative capacities. (**a–c**) CFU-Fs derived from hypertrophic chondrocytes (tdTOMATO^+^) (**a**) and those derived from other cell sources (tdTOMATO^-^)(**b**) are established and develop at similar frequencies at 2- and 8 months of age (c – Figure 7—source data 1). Scale bar = 500 µm (**d**) Heat-map from bulk RNA-seq data from three tdTOMATO^+^ CFU-Fs and 3 TOMATO^-^ CFU-Fs (Figure 7—source data 2). (**e**) Gene ontology terms associated with tdTOMATO^+^ CFU-Fs (Figure 7—source data 3 and Figure 7—source data 4). (**f**) EdU incorporation within tdTOMATO^+^ and tdTOMATO^-^ CFU-Fs (top - Figure 7—source data 5) and differences in cell numbers between tdTOMATO^+^ and tdTOMATO^-^ CFU-Fs (bottom - Figure 7—source data 6). N = 2 technical replicates of three biologic replicates, SD tdTOMATO^-^ ± 16.5%, SD tdTOMATO^+^ ± 22.3%, p-value = 0.044. (**g**) Cell cycle analysis of the SSPCs associated with clusters 1–5 using Seurat 3. Figure 7—source data 1.Tomato+ colony unit formation quantifications at 2 and 8M of Col10a1Cre;Rosa26fs-tdTomato. Figure 7—source data 2.Bulk RNA-sequencing total gene list of 3 TOMATO+ and 3 TOMATO- colonies from Col10a1Cre;Rosa26fs-tdTomato. Figure 7—source data 3.Gene ontology analysis of genes enriched in TOMATO+ colonies. Figure 7—source data 4.Gene ontology analysis of genes enriched in TOMATO- colonies. Figure 7—source data 5.EDU+ quantifications of TOMATO+ and TOMATO- colonies. Figure 7—source data 6.Colony size of TOMATO+ and TOMATO- colonies.

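Few genes of the lists of collagens, of cadherins and integrins, and of synaptic adhesion passed the limma test between the groups. Most collagen genes leaned towards tdTOMATO- CFU-Fs, with *Col15a1* higher there, while *Col8a1* leaned towards tdTOMATO+ CFU-Fs. Laminin-binding *Itga6* and *Itga4*, an integrin of cell traffic and fibronectin binding, were higher in tdTOMATO+ CFU-Fs, as was *Pcdh19*, a protocadherin. The authors' table for tdTOMATO- CFU-Fs holds 3 terms: cell adhesion with 28 genes at 5.13-fold (FDR 2.42e-08), biological adhesion with 28 genes at 5.07-fold and a term of trans-synaptic signalling with 4 genes at 44.2-fold. Cell adhesion is also a term in the authors' table for tdTOMATO+ CFU-Fs, with 26 genes at 2.98-fold (FDR 0.000611). Of the 43 cell adhesion genes in the lists used here, 1 is among the authors' listed genes of each group. The lists therefore do not stand for the genes of these terms. Of 20 collagen genes measured, limma called 1 higher in tdTOMATO- CFU-Fs and 0 higher in tdTOMATO+ CFU-Fs at an adjusted p under 0.05, with 2 and 0 when adjusted over the list alone, and DESeq2 called 3 and 1. *Col8a1* had a log2 fold change of 0.89, with every tdTOMATO+ colony above every tdTOMATO- colony, and was called by DESeq2 (adjusted p = 0.00472) but not by limma (adjusted p = 0.239). Over the list, 16 collagen genes had a log2 fold change below 0 and the median was -0.24, with a camera adjusted p of 0.00374 by limma (adjusted p = 0.527 with an estimated correlation) and of 0.0723 without tdTOMATO- replicate 3. *Col12a1*, a collagen on the surface of fibrils, had a log2 fold change of -0.69 and missed the limma threshold (adjusted p = 0.0652).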

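*Itga6* averaged 3315 ± 320 normalized counts (mean ± SD) in tdTOMATO+ CFU-Fs and 1789 ± 68.1 in tdTOMATO- CFU-Fs, a log2 fold change of 0.89 (limma adjusted p = 0.0135), and *Itga4* had one of 0.74 (limma adjusted p = 0.0256). Both lie near the medians of the macrophage and pan-leukocyte lists given below (0.77 and 0.74), and which cells of a colony made this RNA was not tested. *Itga6* lost its call without tdTOMATO+ replicate 2 (limma adjusted p = 0.0780) or without tdTOMATO- replicate 2 (limma adjusted p = 0.0614), and *Itga4* and *Pcdh19* each lost theirs without any 1 of 4 colonies (limma adjusted p up to 0.134 and 0.114). Of 25 cadherin and integrin genes, limma called 2 higher in tdTOMATO+ CFU-Fs and 0 higher in tdTOMATO- CFU-Fs, and adjusted over the list alone 2 and 1, the latter being *Itga10*, a collagen receptor of cartilage (log2 fold change -1.01). The median over the list was 0.24, with a camera adjusted p of 0.106 by limma. Of 18 synaptic adhesion genes, limma called *Pcdh19* (log2 fold change 0.57, adjusted p = 0.0212), with 1 and 0 when adjusted over the list alone and a median of 0.01 (camera adjusted p = 0.723 by limma). *Cntn1*, a contactin, had a log2 fold change of -2.34 with a limma adjusted p of 0.269.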

To more readily identify differences between tdTOMATO^+^ and tdTOMATO^-^ CFU-Fs, we performed gene ontology analysis for biological processes and found two interesting terms arise due to enriched expression of genes within the tdTOMATO^+^ or hypertrophic chondrocyte derived CFU-Fs; cell population proliferation and regulation of vascular development (Figure 7e; Mi et al., 2019; Gene Ontology Consortium, 2021; Ashburner et al., 2000). 

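Of 40 macrophage and pan-leukocyte genes measured, limma called 26 higher in tdTOMATO+ CFU-Fs. They included *Cd68*, a lysosomal protein of macrophages, *Csf1r*, the receptor of the macrophage growth factor, *Emr1*, which encodes F4/80, and *C1qb*, a complement subunit. The general leukocyte genes *Cd53*, *Lcp1*, *Laptm5* and *Coro1a*, which act at the membrane, the actin cortex and the lysosome of blood cells, were higher as well. These 8 genes were abundant in both groups and differed by 2-fold or less, or barely more. In the authors' gene ontology table for tdTOMATO+ CFU-Fs, regulation of immune system process is first by p-value, with 47 genes at 3.04-fold (FDR 1.69e-07), system development is second in order with 86 genes, and leukocyte activation is at position 17 with 22 genes at 3.88-fold. Cell population proliferation is at position 44, with 19 genes at 3.35-fold (FDR 0.00242), and regulation of vasculature development at position 116, with 11 genes at 3.61-fold (FDR 0.0447).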

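Of 27 macrophage and monocyte genes measured, limma called 16 higher in tdTOMATO+ CFU-Fs and 0 higher in tdTOMATO- CFU-Fs at an adjusted p under 0.05, and 21 and 0 when adjusted over the list alone. All 27 had a log2 fold change above 0, and the median was 0.77. camera of limma gave the list an adjusted p of 4.96e-23 (adjusted p = 0.0268 with an estimated correlation), and fry, which tests whether the genes of a list move one way on balance, an adjusted p of 0.000947 by limma. With the preset correlation, camera sets a list's genes against all other genes, so its p does not measure the spread between colonies. An exact permutation test of the list's score per colony gave p = 0.1, the smallest it can give, and the same for the pan-leukocyte list. Of 13 pan-leukocyte genes, limma called 10 higher and 0 lower in tdTOMATO+ CFU-Fs, 12 and 0 when adjusted over the list alone, with a median log2 fold change of 0.74 and a camera adjusted p of 3.84e-16 (adjusted p = 0.148 with an estimated correlation). *Cd68* (ENSMUSG00000018774, GRCm38 chromosome 11, 69664213 to 69666153) averaged 2830 ± 162 normalized counts (mean ± SD) in tdTOMATO+ CFU-Fs and 1367 ± 35.5 in tdTOMATO- CFU-Fs, a log2 fold change of 1.05 with an SE of 0.07 (limma adjusted p = 0.00546). *Csf1r* averaged 7559 ± 330 and 4759 ± 183 normalized counts, a log2 fold change of 0.67 (limma adjusted p = 0.0135). Log2 fold changes were 0.83 for *Emr1*, 1.01 for *C1qb*, 0.90 for *Cd53*, 0.81 for *Lcp1*, 0.75 for *Laptm5* and 0.74 for *Coro1a*. Together the 2 lists make up 0.271% of the genes tested and 26 of the 177 genes that limma called higher in tdTOMATO+ CFU-Fs, and 3 of the 26 were over 2-fold.

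**Figure D2:**
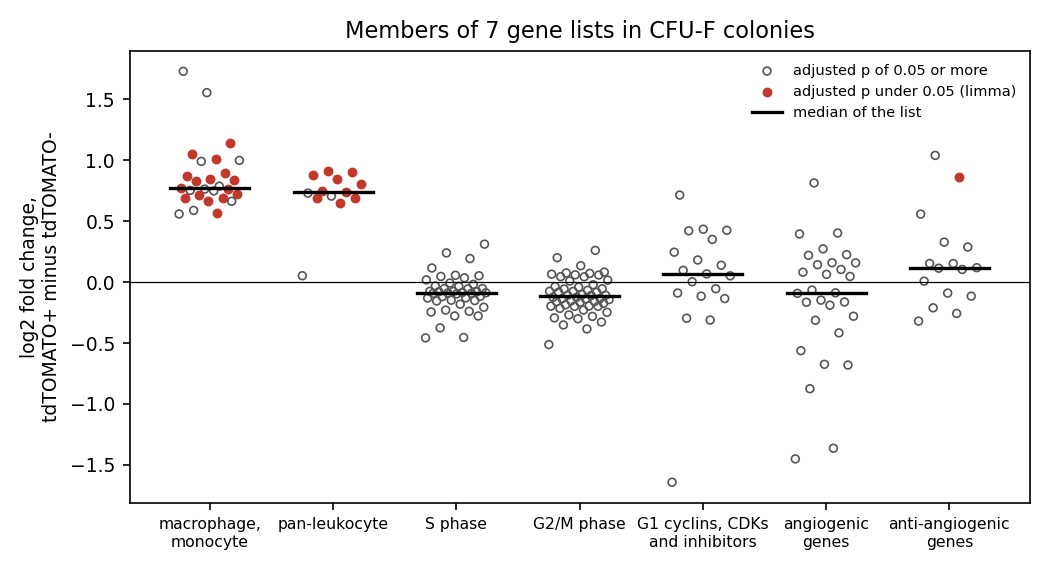
Log2 fold change (tdTOMATO+ minus tdTOMATO- CFU-Fs) of each member of 7 gene lists. Each point is 1 gene, red where its adjusted p was under 0.05 by limma, and each bar is the median of the list. The macrophage and monocyte genes all lie above 0, with a median of 0.77, and the S phase and G2/M phase genes lie around medians of -0.09 and -0.12.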

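With the preset correlation, the shift of both lists held whichever colony was left out, while with an estimated one and all colonies the pan-leukocyte list missed the threshold, and the number of their genes past the test depended on single colonies. Left out in turn, the 6 colonies gave medians from 0.78 to 0.84 for macrophage and monocyte genes and from 0.68 to 0.83 for pan-leukocyte genes, and camera adjusted p-values by limma of at most 1.44e-18 and 2.97e-12. The macrophage and monocyte genes past the limma test were 1 without tdTOMATO+ replicate 1, 1 without tdTOMATO+ replicate 2, 2 without tdTOMATO- replicate 2 and 10 without tdTOMATO- replicate 3. The pan-leukocyte genes past it were 0 without tdTOMATO+ replicate 1, tdTOMATO+ replicate 2 or tdTOMATO- replicate 2, 6 without tdTOMATO+ replicate 3 and 5 without tdTOMATO- replicate 3, and with all colonies 12 were past an unadjusted p of 0.05, 10 were called by edgeR and 12 by DESeq2. Of the 227 genes that the authors list as high in tdTOMATO+ CFU-Fs, 5 are among the 40 genes of the 2 lists: *C1qa*, *C1qb*, *Cd163*, *Cd68* and *Vsig4* (Fisher's exact p = 0.000352 over all genes, which are not independent replicates).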

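The 29 genes listed as angiogenic went in both directions between tdTOMATO+ and tdTOMATO- CFU-Fs, and none of them passed the limma test with all colonies. *Vegfa*, the main vascular growth factor of hypertrophic chondrocytes, was abundant in every colony. *Vegfb*, a relative of *Vegfa*, leaned towards tdTOMATO- CFU-Fs and *Pdgfb*, which recruits mural cells to vessels, towards tdTOMATO+ CFU-Fs. *Timp3*, an inhibitor of metalloproteinases and of VEGF signalling on the antiangiogenic list, was higher in tdTOMATO+ CFU-Fs. Of 29 angiogenic genes measured, limma called 0 higher and 0 lower at an adjusted p under 0.05 and 0 and 0 when adjusted over the list alone, with 3 past an unadjusted p of 0.05. edgeR called 0 of them, and DESeq2 1 higher and 2 lower in tdTOMATO+ CFU-Fs. The median log2 fold change over the list was -0.09, with a camera adjusted p of 0.607 by limma. Without tdTOMATO- replicate 1, limma called 1 gene of the list higher in tdTOMATO- CFU-Fs, with a camera adjusted p of 0.0512. *Vegfa* averaged 7204 ± 976 normalized counts (mean ± SD) in tdTOMATO+ CFU-Fs and 8766 ± 1341 in tdTOMATO- CFU-Fs, a log2 fold change of -0.28 (limma adjusted p = 0.500). Log2 fold changes were -0.56 for *Vegfb* (limma adjusted p = 0.101) and 0.81 for *Pdgfb* (limma adjusted p = 0.178). *Ihh*, another signal of hypertrophic chondrocytes, averaged 10.4 and 10.1 normalized counts, under the split point.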

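*Timp3* averaged 165569 ± 32668 normalized counts (mean ± SD) in tdTOMATO+ CFU-Fs and 90096 ± 3805 in tdTOMATO- CFU-Fs, a log2 fold change of 0.86 (limma adjusted p = 0.0391), and lost the call without any 1 of the 6 colonies (limma adjusted p 0.0551 to 0.159). It was the 1 gene called among 16 antiangiogenic genes, 1 when adjusted over the list alone, with a median log2 fold change of 0.12 over the list and a camera adjusted p of 0.425 by limma. Of the 227 genes that the authors list as high in tdTOMATO+ CFU-Fs, 0 are among the 29 angiogenic genes (Fisher's exact p = 1.00), and of the 136 listed as high in tdTOMATO- CFU-Fs, 2 are: *Angpt2*, a ligand that loosens vessel walls, and *Mdk*, a heparin-binding growth factor (Fisher's exact p = 0.0292, over genes that are not independent replicates). Listing needs about a 2-fold difference, and the highest log2 fold change among the 29 genes was 0.81, so the count of 0 does not test for smaller shifts. *Mdk* averaged 125 normalized counts in tdTOMATO+ CFU-Fs and 387 in tdTOMATO- CFU-Fs, a log2 fold change of -1.45 with a limma adjusted p of 0.284. Membership of the 11 genes in the authors' vasculature term was not analysed here.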

Regulation of vascular development was interesting, although not a surprising finding, since we know that terminal hypertrophic chondrocytes secrete factors to initiate vessel invasion from the periosteum and we had identified a number of marrow-associated hypertrophic chondrocyte derived SSPCs localized near blood vessels. The fact that the tdTOMATO^+^ or hypertrophic chondrocyte derived CFU-Fs were enriched in genes associated with cellular proliferation was unanticipated. To this end, we investigated EdU incorporation into all CFU-Fs from *Col10a1Cre; Rosa26^fs-tdTomato^* mice at day 5 in culture that consisted of at least 5 cells. 

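Most genes of DNA replication in S phase and of mitosis in G2/M phase leaned slightly towards tdTOMATO- CFU-Fs at day 10, and none passed the limma test. The spindle genes *Tpx2*, *Aurka* and *Kif2c* and the replication genes *Hells*, *Cdc6* and *Blm* leaned this way. The genes with the smallest p in the lists, *Rrm1*, a subunit of ribonucleotide reductase, and *Gas2l3*, a gene of cell division, leaned towards tdTOMATO+ CFU-Fs, with log2 fold changes of 0.24 and 0.26 (limma adjusted p = 0.272 and 0.431). Regulators of entry into the cycle showed no common direction, but their list mixes cyclins and kinases with inhibitors, so a direction over it does not speak to cycling. *Cdk6*, a kinase of G1 phase, and *Ccnd1*, its cyclin partner, lay at the upper end in tdTOMATO+ CFU-Fs without passing the limma test. The inhibitor gene *Cdkn1c* is among the 136 genes that the authors list as high in tdTOMATO- CFU-Fs. The terms on proliferation in the authors' gene ontology table number 8, of which 4 concern leukocytes, lymphocytes or mononuclear cells, and 0 of its terms name the cell cycle. Of 54 G2/M phase genes measured, limma called 0 at an adjusted p under 0.05 and 0 when adjusted over the list alone, with 0 past an unadjusted p of 0.05, and edgeR and DESeq2 called 0 as well. Of these genes, 41 had a log2 fold change below 0, and the median was -0.12, with a camera adjusted p of 0.0239 by limma (adjusted p = 0.863 with an estimated correlation) and a fry adjusted p of 0.747 by limma. The camera adjusted p by limma was 0.488 without tdTOMATO+ replicate 3, 0.194 without tdTOMATO- replicate 2 and 0.635 without tdTOMATO- replicate 3. The list kept its camera call towards tdTOMATO- CFU-Fs without tdTOMATO+ replicate 1 (limma adjusted p = 0.00872), tdTOMATO+ replicate 2 (0.00317) or tdTOMATO- replicate 1 (8.27e-07).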

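Of 43 S phase genes measured, limma called 0 at an adjusted p under 0.05 and 0 when adjusted over the list alone, with 2 past an unadjusted p of 0.05, and edgeR and DESeq2 called 0. The median log2 fold change was -0.09, with 34 genes below 0 and a camera adjusted p of 0.0663 by limma, which fell to 0.00128 without tdTOMATO+ replicate 1 and to 0.00292 without tdTOMATO- replicate 1, again towards tdTOMATO- CFU-Fs, and lay between 0.0935 and 0.770 without any other colony (adjusted p = 0.863 by limma with an estimated correlation and all colonies). Of 19 genes of G1 cyclins, their kinases and inhibitors, limma called 0 over all genes, with 5 past an unadjusted p of 0.05, edgeR 0 and DESeq2 2. Adjusted over the list alone, *Cdk6* was higher in tdTOMATO+ CFU-Fs, with 732 ± 47.4 normalized counts (mean ± SD) against 450 ± 79.1, a log2 fold change of 0.71 (limma adjusted p = 0.0584 over all genes, and 0.0241 without tdTOMATO- replicate 1). In the authors' deposited table, *Cdk6* has an adjusted p of 0.000723. *Ccnd1* had a log2 fold change of 0.43 (limma adjusted p = 0.374), and the median over these 19 genes was 0.07 (camera adjusted p = 0.529 by limma). Because inhibitors are among the 19, this median does not speak to cycling. fry for changes in either direction gave an unadjusted p of 7.86e-06, which holds no direction. Of the 97 genes of the S and G2/M lists, 0 are among the 227 genes that the authors list as high in tdTOMATO+ CFU-Fs (Fisher's exact p = 0.409). Listing needs about a 2-fold difference, and the highest log2 fold changes in the S and G2/M lists were 0.31 and 0.26, so this count does not test for smaller shifts. From the enrichment of genes on its list for cell population proliferation, the paper states that such an enrichment was not foreseen and turns to EdU incorporation and colony size, which were not analysed here.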

We observed a greater percentage of cells in tdTOMATO^+^ CFU-Fs that had incorporated EdU as compared to tdTOMATO^-^ CFU-Fs (Figure 7f - top). By day 10 in culture, tdTOMATO^+^ CFU-Fs on average were larger and displayed more colonies with 200+ cells as compared to tdTOMATO^-^ CFU-Fs (Figure 7f - bottom). To determine whether this proliferative advantage could be observed in SSPCs immediately harvested from *Col10a1Cre; Rosa26^fs-tdTomato^* bone marrow, we performed cell cycle analysis on our scRNA-seq dataset and found that as a percentage of the population there was an equal or greater percentage of tdTOMATO^+^ SSPCs (cluster 3, 4, and 5) in a proliferative state (S, G2, or M phase) as compared to osteoblasts (clusters 1 and 2) (Figure 7g). This unexpectedly high proliferative capacity for hypertrophic chondrocyte-derived SSPCs may be reflective of the fact that hypertrophic chondrocytes eventually re-enter the cell cycle as they transition fates within the marrow space (Park et al., 2015; Yang et al., 2014a).

To determine whether tdTOMATO^+^ and tdTOMATO^-^ CFUs contained inherent differences in their functional capacities to undergo osteogenic and adipogenic differentiation in vitro, we performed CFU-osteoblastic (CFU-Ob) and CFU-adipogenic (CFU-Ad) assays. Colonies composed of cells from either hypertrophic or non-hypertrophic origins were able to differentiate at similar capacities in vitro when measured by Alkaline Phosphatase, Von Kossa, and Oil Red O staining (Figure 8—figure supplement 1). However, when we performed kidney capsule transplantations to generate bone ossicles in vivo, there was a much more apparent functional difference between tdTOMATO^+^ and tdTOMATO^-^ cells. The tdTOMATO^+^ cells were able to generate a full ossicle with bone marrow, vessels, and adipocytes (Figure 8a -top and Figure 8b). Conversely, the tdTOMATO^-^ cells could only generate bone with no vascular invasion or adipocyte generation (Figure 8 -bottom and Figure 8b). These apparent differences when transplanted suggest that hypertrophic chondrocyte-derived SSPCs are much more supportive of vascular invasion and marrow formation than SSPCs derived from other cell sources.

**Figure 8.**
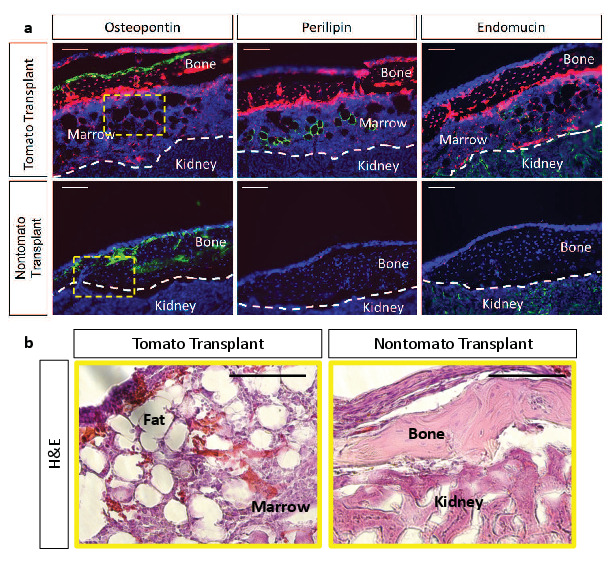
Kidney capsule transplantations of tdTOMATO^+^ cells exhibit complete ossicle formation with bone, adipocytes, and bone marrow compared to tdTOMATO^-^ resulting in only bone formation. (**a**) Immunofluroescent stain for bone (osteopontin), adipocytes (perilipin), and vessels (endomucin) for tomato^+^ transplant (top) and tomato^-^ transplant (bottom). (**b**) Hematoxylin and Eosin stain for marrow establishment in tdTomato^+^ transplant and tdTOMATO^-^ transplant.

**Figure 8—figure supplement 1.**
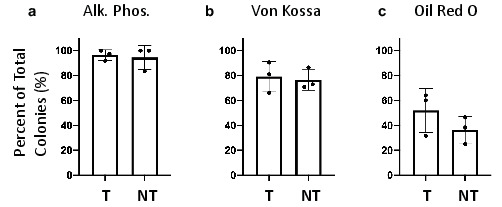
In vitro differentiation of colonies reveals relatively similar osteogenic and adipogenic differentiation capacities. (**a–b**) CFUs from *Col10a1Cre; Rosa26^fs-tdTomato^* bone marrow differentiate into osteoblasts stained with alkaline phosphatase (**a**) and von kossa (**b**) (CFU-OB). alkaline phosphatase: SD tdTOMATO^+^ (**T**) ± 4.2%, SD tdTOMATO^-^ (NT) ±9.6%, p-value = 0.63. von kossa: SD tdTOMATO^+^ ± 12.3%, SD tdTOMATO^-^ ± 8.4%, p-value = 0.67. (**c**) CFUs from *Col10a1Cre; Rosa26^fs-tdTomato^* marrow differentiate into adipocytes stained with oil red o (CFU-AD). SD tdTOMATO^+^ ± 17.6%, SD tdTOMATO^-^ ± 10.8%, p-value = 0.11. Figure 8—figure supplement 1—source data 1. Figure 8—figure supplement 1—source data 1.Differentiation assay quantifications of TOMATO+ and TOMATO- colonies.

## Discussion

Recent and historic data have suggested that hypertrophic chondrocytes are capable of becoming osteoblasts that directly contribute to trabecular bone formation (Giovannone et al., 2019; Park et al., 2015; Tsang et al., 2015; Yang et al., 2014b; Yang et al., 2014a; Zhou et al., 2014b); however, the process by which hypertrophic chondrocytes generate osteoblasts remains unknown. Current genetic lineage tracing studies have suggested a transdifferentiation mechanism by which hypertrophic chondrocytes differentiate directly into an osteoprogenitor or mature osteoblast without transiting through an intermediate or more primitive state (Park et al., 2015). Here, we have provided genetic and transcriptomic evidence, consistent with our hypothesis, that hypertrophic chondrocytes undergo a process of dedifferentiation to form SSPC populations ultimately giving rise to osteoblastic and adipogenic cell fates within the marrow compartment of embryonic, postnatal, and adult bones. A number of genetic and flow cytometric approaches have been used to identify and isolate multipotent SSPC populations within both the bone marrow and periosteal compartments. Many of these efforts have used alternative genetic models (*Gremlin1Cre, LeprCre, Col2a1Cre, Cxcl12Cre*) with lineage tracing and/or RNA-seq analyses or have utilized flow cytometric-based selection methods with antibodies against PDGFRα, CD200, and ITGAV among others followed by differentiation assays (Boulais et al., 2018; Chan et al., 2015; Farahani and Xaymardan, 2015; Gulati et al., 2018; Mizuhashi et al., 2019; Ono et al., 2014; Worthley et al., 2015; Zhou et al., 2014a). Generally, these studies have identified the presence of non-hematopoietic, non-endothelial multipotent mesenchymal cell populations with at least the capacity for osteogenic and/or adipogenic differentiation (Robey et al., 2014). It has also largely been assumed that these marrow-associated SSPCs are derived from the perichondrial/periosteal cells during skeletal development. Our study demonstrates that hypertrophic chondrocytes of the growth plate serve as a reservoir and alternative source of marrow-associated SSPCs likely utilized for rapid bone growth during skeletal development (Figure 9).

**Figure 9.**
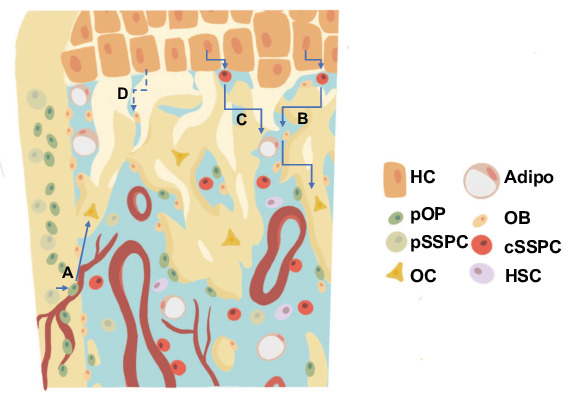
Revised model for the generation of trabecular/endocortical bone associated osteoblasts/osteocytes from multiple sources. (**a**) Perichondrial or periosteal SSPCs/osteoprogenitors (pSSPC/pOP) migrate into the marrow utilizing blood vessels and possess the ability to further differentiate into osteoblasts/osteocytes (OB/OC). (**b–c**) Hypertrophic chondrocytes (HC) dedifferentiate into chondrocyte derived SSPCs (cSSPC) with the capacity to generate osteoblasts/osteocytes (**b**) and adipocytes (Adipo) (**c**). (**d**) Data presented does not rule out the potential for the transdifferentiation of hypertrophic chondrocytes directly into osteoblasts/osteocytes. HSC = hematopoietic stem cells.

Specifically, our analyses of *Col10a1CreERT2; Rosa26^fs-tdTomato^* and *Col10a1Cre; Rosa26^fs-tdTomato^* skeletal rudiments at E16.5 identified not only hypertrophic chondrocytes (*Col10a1* expressing cells) and their descendant osteoblasts (*Bglap* expressing cells), but also hypertrophic chondrocyte derived SSPCs expressing *Pdgfra, Ly6a, Lepr*, and *Cxcl12*. A population of lineage negative, CXCL12-, PDGFRα+, SCA1+ SSPCs (PαS cells) have been identified as a quiescent population associated with vessels near the endosteum (Morikawa et al., 2009). These PαS cells are also capable of forming CFU-Fs, can differentiate into osteoblasts, chondrocytes, and adipocytes, while also being important for the migration and maintenance of HSCs (Morikawa et al., 2009; Nusspaumer et al., 2017). The appearance of these cells at E16.5 (but not 2 months) suggests that these might be either a more transient population derived from hypertrophic chondrocytes or are of an initial finite number and contribute early in development and are lost with age, as opposed to hypertrophic chondrocyte derived CXCL12-abundant reticular (CAR) cells (*Cxcl12^+^; Ly6a1^-^*) that continue to be present in our data at 2 months of age.

Our analyses of 2-month *Col10a1Cre; Rosa26^fs-tdTomato^* bone marrow identified not only hypertrophic chondrocyte-derived osteoprogenitors (*Sp7* expressing) (Park et al., 2015) and osteoblast populations, but also hypertrophic chondrocyte-derived marrow and vessel-associated cells expressing *Lepr, Pdgfra, Pdgfrb, Grem1, Cxcl12,* with several expressing *Itgav, Cd200, and Eng* (CD105) while lacking the expression of *Col10a1, Cre,* and most osteogenic genes. Since *Runx2*, *Pparg,* and *Adipoq* are also expressed throughout many of these cells at 2 months of age, we postulate that these hypertrophic chondrocyte-derived cells encompass populations of SSPCs with the capability of osteogenic and adipogenic differentiation. This indeed was confirmed via our in vitro and in vivo differentiation assays. Prior work has demonstrated that *Runx2* expressing and LEPR^+^ progenitors are primed for osteoblastic differentiation (Yang et al., 2017), while LEPR^+^ progenitors expressing *Adipoq* and *Pparg* are associated with adipogenic differentiation (Zhong et al., 2020). Priming of the SSPCs may allow for their rapid differentiation when in the proper supportive osteogenic/adipogenic niche or outside a niche that supports SSPC maintenance.

Since SSPC populations, including CAR cells, were thought to originate from perichondrial/periosteal cell sources and since LEPR+ cells constitute ~100% of CFU-Fs, we attempted to compare SSPCs/CAR cells derived from hypertrophic chondrocytes to those of other origins by utilizing *Col10a1Cre; Rosa26^fs-tdTomato^* bone marrow cells plated at clonal density (Zhou et al., 2014a). Nearly 50% of the CFU-Fs were originally derived from hypertrophic chondrocytes (tdTOMATO+), while the other half of CFU-Fs (tdTOMATO-) were likely derived from a perichondrial/periosteal origin. Additionally, when compared to SSPCs derived from other cell sources, the hypertrophic chondrocyte derived SSPCs were much more conducive to the formation of a bone ossicle with adipocytes and marrow upon transplantation, highlighting the supportive nature of these cells to vascular invasion and hematopoietic cell populations. Collectively, these data indicate for first time that growth plate hypertrophic chondrocytes may serve as a reservoir for the generation of SSPCs (including PαS cells) and osteoblasts during early embryonic development, but then primarily shift to CAR cell populations as the mice proceed through postnatal development and homeostasis.

Assessments of 2 M bulk RNA-seq data and EdU incorporation assays from CFU-F cultures, as well as cell cycle analysis of our scRNA-seq data, indicate an enhanced proliferative capacity for hypertrophic chondrocyte derived CFU-Fs and SSPCs/CAR cells. This data may be reflective of the fact that Yang et al. also identified the presence of both hypertrophic chondrocyte-derived *Col1a1^+^ and Col1a1^-^* marrow-associated cells that were BrdU^+^ proliferating cells, indicating that hypertrophic chondrocytes eventually re-enter the cell cycle during this cell fate transition (Park et al., 2015; Yang et al., 2014a). Interestingly, our scRNA-seq dataset identified similar proportions of cycling cells in hypertrophic chondrocyte derived SSPCs/CAR cells and osteoblasts. This is in stark contrast to the more quiescent phenotype observed in most primitive SSPC populations that have been highlighted across numerous studies (Tikhonova et al., 2019; Zhong et al., 2020). However, recent work utilizing similar scRNA-seq approaches assessed proliferation rates of chondrocyte and perichondrial-derived SSPCs and osteoblast populations in the *Col2a1Cre; Rosa26^fs-tdTomato^* bone marrow and also indicated similar proliferative capacities between later committed progenitors and osteoblasts, which was greater than the most primitive of SSPCs (Zhong et al., 2020). Zhong et al., also utilized the *AdipoqCre^ERT2^; Rosa26^fs-tdTomato^* model to investigate colony forming and proliferative potential of broad populations of *Adipoq-*expressing cells and descendants. These tdTOMATO^+^ cells contributed very little to CFU-Fs and exhibited minimal proliferation in vitro (Zhong et al., 2020). Tikhonova et al. also utilized scRNA-seq and identified a subset of cells from the *LeprCre; Rosa26^fs-tdTomato^* lineage that cluster into a high cycling group (Tikhonova et al., 2019), which may represent a more proliferative LEPR^+^ SSPC population derived from the cartilage growth plate. Finally, it is worth noting again that the in vivo contribution of *AdipoqCre; Rosa26^fs-tdTomato^* and *LeprCre; Rosa26^fs-tdTomato^* lineages to osteoblasts and/or osteocytes is something that occurs over developmental time postnatally, while the *Col10a1Cre; Rosa26^fs-tdTomato^* lineage contributes to the osteoblast and osteocyte fates rapidly; as early as the embryonic period of skeletal development. This may also be attributed to the rapid or transient nature by which hypertrophic chondrocytes transit through the SSPC phase during these periods, such that the *LeprCre* or *AdipoqCre* do not have sufficient time or levels of *Cre* expression to induce recombination within this population. Also note that we do not observe *Adipoq* expression in the transitional cells at E16.5. Therefore, *LeprCre* and *AdipoqCre* may only be efficient at recombining floxed alleles within the less transient SSPC populations postnatally that continue to be maintained as SSPCs and subsequently slowly/weakly contribute to the osteogenic and adipogenic lineages during late postnatal/adult skeletal development and homeostasis.

While the data presented here demonstrates hypertrophic chondrocyte contribution to SSPCs, we note the importance of further studies to elucidate the mechanisms driving this process. Recent publications have suggested roles for pathways like WNT/β-catenin in balancing osteogenesis and adipogenesis from hypertrophic chondrocytes (Tan et al., 2020). Additionally, Sox9 was shown to be important for maintaining chondrocytes before changing fates toward the osteoblast lineage (Haseeb et al., 2021). Future studies will need to take into account the potential different signaling pathways that drive the dedifferentiation of hypertrophic chondrocytes to a SSPC fate versus the re-differentiation of hypertrophic chondrocyte derived SSPCs toward the osteogenic and adipogenic lineages. Additional studies have also demonstrated a potential transient embryonic and postnatal contribution of hypertrophic chondrocytes to developmental bone formation, since genetic deletion of *Runx2* within hypertrophic chondrocytes (and their descendants) initially reduces osteoblastic bone formation that ultimately fully recovers around 3–6 weeks of age (Qin et al., 2020). While it is possible that the late postnatal formation is ‘recovered’ from osteoblasts derived purely from an alternate source (such as the periosteum), it is also possible that removal of *Runx2* within the hypertrophic chondrocyte lineages induces some hypertrophic chondrocyte cell death, alters angiogenic/osteogenic factors (VEGFa among others) secreted from hypertrophic chondrocytes, and/or delays the re-differentiation of hypertrophic chondrocyte-derived SSPCs toward the osteoblast lineage; thus simply delaying postnatal bone formation by reducing the contribution of hypertrophic chondrocytes and their descendants to the earliest stages of bone development. Further studies are needed to more thoroughly understand these lineage contributions over time, as we demonstrate with the *Col10a1CreERT2; Rosa26^fs-tdTomato^* mouse line that there is a continued contribution of osteoblastic cells from hypertrophic chondrocytes throughout embryonic development to at least approximately 4–5 months of age or skeletal maturity.

## Materials and methods

### Mouse strains

The *Col10a1Cre* mouse line was a generous gift from Dr. Klaus von der Mark and has been previously described (Park et al., 2015). The *Col10a1CreERT2* mouse line was a generous gift from Dr. Kathryn Cheah (University of Hong Kong). The *Rosa26^fs-tdTomato^*, *Pdgfra^H2B-GFP^, LeprCre*, and *AdipoqCre* mouse lines were obtained from Jackson Laboratories (007909, 007669, 008320, and 028020, respectively). All animal work was approved by Duke University Institutional Animal Care and Use Committees (IACUC). Both sexes of mice were utilized for experiments.

### Tissue analysis

Harvest and sectioning: Animals were harvested at embryonic day 16.5 and postnatal day 0, 2–4 months, and 13 months of age. Tissues were washed in 1 x PBS and then fixed overnight with 4% paraformaldehyde (PFA - Sigma). P0 animals were treated overnight with 14% EDTA (Sigma), while 2 M old animals were treated for 10 days. Animals used for PERILIPIN labeling were not decalcified. Tissues were then transferred to 30% sucrose (Sigma) for 2 days. Samples were imbedded in Shandon Cryomatrix (ThermoFisher Scientific) and cryosectioned at 10 um, and slides were stored at –20 °C until staining.

For ENDOMUCIN and LEPR staining: Samples were prepared for staining as published (Kusumbe et al., 2015) 2 M animals were harvested and fixed overnight in 4% PFA. Samples were decalcified overnight in 14% EDTA. Tissues were transferred to 20% sucrose and 2% polyvinylpyrrolidone (PVP - Sigma) overnight. Samples were embedded in 8% gelatin (Sigma), 2% PVP, and 20% sucrose and cryosectioned at 30–200 um with slides stored at –20°C until staining.

Staining: Slides were brought to room temperature and rehydrated in PBS. Antigen retrieval was performed as shown in Appendix 1. Blocking was performed in 1% goat serum or 3% BSA. Slides were incubated with antibodies at concentrations in Appendix 1 overnight at 4 °C in a humidified dark box. Slides were washed and incubated with secondary antibodies (Invitrogen catalog number in Appendix 1 1:200) for 30–60 min at room temperature in the dark. Slides were imaged on a Leica DMI3000B microscope using a Leica DFC3000G camera with the latest Leica imaging suite, a Zeiss 710 or Zeiss 780 inverted confocal microscope running the latest ZEN software. Images were reconstructed and pseudocolored on Fiji and quantified using built-in quantification measures.

### Single-cell RNA sequencing

Cell isolation E16.5: Single cells were isolated by removing soft tissue on mechanical dissociation using scissors and then placed in 15 mL conical tubes with 2 mg/mL collagenase type II (Gibco 17101–015) in aMEM +20% FBS rotating at 37 °C. A pipet was used for further mechanical dissociation at 1- and 2 hr. Cells were removed at 2 hrs and subjected to red blood cell lysis for 30 s. Cells were stained with DAPI for 30 min on ice. Cells were washed with PBS and placed in PBS + 2% FBS for fluorescent activated cell sorting (FACS) on a B-C Astrios cell sorter. Gating was performed for single cells, DAPI, and tdTOMATO as shown in Figure 2—figure supplement 1a (Figure generated using FlowJo version 10). Cells were sorted into PBS + 10% FBS.

Cell isolation 2M-old: Single cells were isolated from bisected tibia and femur of 2 M *Col10a1Cre; Rosa26^fs-tdTomato^* mice centrifuged at 4 °C twice pulsed up to 5000 x g. A 27 G needle attached to a syringe was then used to flush through the centrifuged bones. Bones and marrow were placed in 3 mg/mL of Collagenase D (Roche 11088866001) for 30 min in hypoxia. Red blood cells were lysed and strained through a 70 µm filter. Cells were stained with DAPI for 30 min on ice. Cells were washed with PBS and placed in PBS + 2% FBS for fFACS on a B-C Astrios cell sorter. Gating was performed for single cells, DAPI, and tdTOMATO as shown in Figure 2—figure supplement 1b (Figure generated using FlowJo version 10). Cells were sorted into PBS + 10% FBS.

10 x Transcriptome library prep: Cells were transferred to the Duke Molecular Physiology Institute Molecular Genomics core where they were combined with a master mix that contained reverse transcription reagents. The gel beads carrying the Illumina TruSeq Read one sequencing primer, a 16 bp 10 x barcode, a 12 bp unique molecular identifier (UMI) and a poly-dT primer were loaded onto the chip, together with oil for the emulsion reaction. The Chromium Controller partitions the cells into nanoliter-scale gel beads in emulsion (GEMS) within which reverse-transcription occurs. All cDNAs within a GEM, that is from one cell, share a common barcode. After the RT reaction, the GEMs were broken and the full length cDNAs cleaned with both Silane Dynabeads and SPRI beads. After purification, the cDNAs were assayed on an Agilent 4,200 TapeStation High Sensitivity D5000 ScreenTape for qualitative and quantitative analysis.

Enzymatic fragmentation and size selection were used to optimize the cDNA amplicon size. Illumina P5 and P7 sequences, a sample index, and TruSeq read two primer sequence were added via End Repair, A-tailing, Adaptor Ligation, and PCR. The final libraries contained P5 and P7 primers used in Illumina bridge amplification. Sequence was generated using paired end sequencing (one end to generate cell specific, barcoded sequence and the other to generate sequence of the expressed poly-A tailed mRNA) on an Illumina NextSeq500 with 400 M read per run.

Analysis: The primary analytical pipeline for the SC analysis followed the recommended protocols from 10 X Genomics. Briefly, we demultiplexed raw base call (BCL) files generated by Illumina sequencers into FASTQ files, upon which alignment to the mouse reference transcriptome, filtering, barcode counting, and UMI counting were performed using the most current version of 10 X’s Cell Ranger software. We used the Chromium cell barcode to generate feature-barcode matrices encompassing all cells captured in each library.

E16.5 timepoint: We sequenced a median of 4,868 genes per cell, a mean of 107,918 reads per cell, and reached a sequencing saturation of 44.6%. The secondary statistical analysis was performed using the latest R package of Seurat 4 (Hao et al., 2020). In Seurat, data was first normalized and scaled after basic filtering for minimum gene and cell observance frequency cut-offs ( > 200 genes, 15% mitochondrial genes, genes expressed in >5 cells). We thresholded *tdTomato* expression at two or higher to exclude a minimal number of cells that were separated via FACS but were *tdTomato* negative by gene expression. We observed some separation of clusters based on cell cycle and regressed out the cell cycle score during default SCTransform (Hafemeister and Satija, 2019).

After quality control procedures were complete, we performed linear dimensional reduction calculating principal components using the most variably expressed genes in our dataset (2000 variable genes, npcs = 35). Significant principal components for downstream analyses are determined through methods mirroring those implemented by Macosko et al, and these principal components were carried forward for two main purposes: to perform cell clustering and to enhance visualization (Macosko et al., 2015). Cells were grouped into an optimal number of clusters for de novo cell type discovery using Seurat’s FindNeighbors and FindClusters functions (resolution = 0.5) graph-based clustering approach with visualization of cells being achieved through the use of UMAP, which reduces the information captured in the selected significant principal components to two dimensions. Differential expression of relevant genes was visualized on UMAP plots to reveal specific individual cell types. Additional downstream analyses included examining the cellular distribution and differential gene expression of a priori genes of interest and closer examination of genes associated within the identified 8 cell clusters. Monocle analysis was performed using the Monocle3 package after cds was generated from Seurat using SeuratWrappers (Cao et al., 2019; Qiu et al., 2017a; Qiu et al., 2017b; Satija et al., 2020; Trapnell et al., 2014). GEO accession number GSE190616.

Two-month timepoint: We sequenced a median of 2,820 genes per cell, a mean of 261,899 reads per cell, and a sequencing saturation of 92.3%. The secondary statistical analysis was performed using the last R package of Seurat 3 (Butler et al., 2018; Konopka, 2019; R Development Core Team, 2013; Stuart et al., 2019; Wickham et al., 2020). In Seurat, data was first normalized and scaled after basic filtering for minimum gene and cell observance frequency cut-offs (200–4000 genes, 7% mitochondrial genes, genes expressed in >5 cells). We then closely examined the data and performed further filtering based on a range of metrics in an attempt to identify and exclude possible multiplets (i.e. instances where more than one cell was present and sequenced in a single emulsified gel bead). We thresholded *tdTomato* expression at two or higher to exclude a minimal number of cells that were separated via FACS but were *tdTomato* negative by gene expression.

After quality control procedures were complete, we performed linear dimensional reduction calculating principal components using the most variably expressed genes in our dataset (2000 variable genes, npcs = 25). The genes underlying the resulting principal components are examined in order to confirm they are not enriched in genes involved in cell division or other standard cellular processes (subsetting out percent.mito). Significant principal components for downstream analyses are determined through methods mirroring those implemented by Macosko et al, and these principal components were carried forward for two main purposes: to perform cell clustering and to enhance visualization (Macosko et al., 2015). Cells were grouped into an optimal number of clusters for de novo cell type discovery using Seurat’s FindNeighbors and FindClusters functions (resolution = 0.4) graph-based clustering approach with visualization of cells being achieved through the use of UMAP, which reduces the information captured in the selected significant principal components to two dimensions. Differential expression of relevant genes was visualized on UMAP plots to reveal specific individual cell types. Additional downstream analyses included examining the cellular distribution and differential gene expression of a priori genes of interest and closer examination of genes associated within the identified 5 cell clusters. Cell cycle analysis of the scRNA-seq dataset was preformed using a gene list and commands packaged in Seurat (Tirosh et al., 2016; Wickham, 2019). Monocle analysis was performed using the Monocle3 package (num_dim = 25) (Cao et al., 2019; Qiu et al., 2017a; Qiu et al., 2017b; Trapnell et al., 2014). GEO accession number GSE179148.

### Colony-forming unit assays

The Colony Forming Unit – Fibroblastic (CFU-F) assay was performed as published, with the exception of placing cells in hypoxia based on a recent publication demonstrating reduction of contaminating cells (Guo et al., 2020; Robey et al., 2014). In short, cells were isolated from bisected tibia and femur of 2-month-old *Col10a1Cre; R26-tdTomato* mice centrifuged at 4°C twice pulsed up to 5 K xG. Following red blood cell lysis (Roche), cells were plated at 750 K cells per 15 cm tissue culture plate in complete media (a-MEM, 20% FBS, 1% penicillin-streptomycin) and glutamax (Gibco) after straining through a 70 µm filter. After incubation in hypoxia (2% oxygen, 5% CO2, 37 C) for 3 hr, plates were washed three times with Hanks Balanced Salt Solution (Gibco) and replaced with complete media and glutamax. Media was changed on days 3 and 6. Colonies were utilized for analysis using a Leica DMI3000B microscope using a Leica DFC3000G camera with the latest Leica imaging suite, bulk RNA sequencing, or EdU labeling. TOMATO fluorescence was used to identify positive and negative colonies.

For CFU-OB, osteogenic differentiation was initiated after day 10 colony growth by replacing media with aMEM supplemented 10% FBS, 1% penicillin-streptomycin, 50 µg/mL L-ascorbic acid (Sigma-A4544), and 10 mM B-glycerophosphate (Sigma-G9422). Alkaline phosphatase and Von Kossa (Ricca) staining were performed per general histological procedures. For CFU-AD, adipogenic diffeentiation was performed as published; replacing media with aMEM supplemented with 10% FBS, 1% penicillin-streptomycin, 1.7 uM Insulin (Sigma), 1 µM Dexamethasone (Sigma), and 0.5 mM IBMX (Sigma) at day 10 colony growth (Yu et al., 2019). Oil red O (Sigma) staining was performed per general histological procedures.

### Bulk RNA sequencing

Colonies were imaged using a Leica DMI3000B microscope using a Leica DFC3000G camera with the latest Leica imaging suite to identify TOMATO positive and negative colonies grown as in the CFU-F assay section to day 10. Colonies were prepared using Corning 10 mm cloning cylinders and vacuum grease to provide single colony isolation. RLT buffer was pipetted directly into the cloning cylinder and then transferred to ethanol for processing using the RNeasy Micro kit (QIAGEN). RNA was provided to the Duke Center for Genomic and Computational Biology core for quality assessment and sequenced 50 bp single-end read on an Illumina HiSeq4000.

RNA-seq data was processed using the TrimGalore (https://github.com/FelixKrueger/TrimGalore) toolkit which employs Cutadapt to trim low-quality bases and Illumina sequencing adapters from the 3’ end of the reads (Martin, 2011). Only reads that were 20nt or longer after trimming were kept for further analysis. Reads were mapped to the GRCm38v73 version of the mouse genome and transcriptome using the STAR RNA-seq alignment tool (Dobin et al., 2013; Kersey et al., 2012). Reads were kept for subsequent analysis if they mapped to a single genomic location. Gene counts were compiled using the HTSeq tool (Anders et al., 2015). Only genes that had at least 10 reads in any given library were used in subsequent analysis. Normalization and differential gene expression was carried out using the DESeq2 Bioconductor package with the R statistical programming environment (Huber et al., 2015; Love et al., 2014; R Development Core Team, 2013). The false discovery rate was calculated to control for multiple hypothesis testing. Biological thresholds were determined by taking the log2 expression value plotted on a histogram. A bimodal distribution is observed for low expressed genes followed by a larger Guassian distribution. The split point between these was used as a value cutoff for biological relevance. GEO accession number GSE179174.

### Gene ontology analysis

Gene ontology analysis was performed using geneontology.org Analysis Type: PANTHER Overrepresentation test released 02-24-2021. Annotation version and release date: release date 01-01-2021 and version 10.5281/zenodo.4437524 for biological processes using *Mus musculus* as the reference. Bulk RNA sequencing data was organized into log fold changes > 1 and p-value < 0.05 for input into the enrichment analysis. A negative log fold change in the dataset represents higher expression in TOMATO positive colonies while positive log fold change represents higher expression in TOMATO-negative colonies. Test type: Fisher’s exact. Correction: Calculate False Discovery Rate (Mi et al., 2019; Gene Ontology Consortium, 2021; Ashburner et al., 2000).

### EdU incorporation assay

Colonies were grown as in CFU-F assays (in a six-well plate at 500 K cells per well instead of 15 cm plate) until day 5. EdU staining was performed following the protocol of Click-iT Plus EdU Cell Proliferation Kit (Invitrogen – C10637). In short, EdU was added to growth media to allow a half media change of the cells. The cells were incubated at in hypoxia at 37 °C for 4 hours. Cells were fixed, permeabilized, and treated with staining solution. Cells were imaged using a Zeiss Axio Observer Z1 microscope at ×5 magnification tiled across 70% of each well and stitched together using the latest Zen Blue software. Number of cells per colony calculations were performed at day 10 of plates grown in parallel to the EdU day 5 plate.

### Cell transplantations and ossicle formation assays

Cells from *Col10a1Cre; Rosa26^fs-tdTomato^* mice at age 2 months were isolated as in Colony-Forming Unit Assays above. Cells were plated at high density on 10 cm plates for 6 days at 37 °C in hypoxia. Cells were trypsinized from the plates and were stained with DAPI for 30 min on ice. Cells were washed with PBS and placed in PBS + 2% FBS for FACS. Gating was performed for single cells, DAPI, and tdTOMATO similar to Figure 2—figure supplement 1. Cells that were tdTOMATO^+^ and tdTOMATO^-^ were isolated from each of 5 plates (each from an individual mouse) and transplanted into the kidney capsule (one transplant per mouse – two male/3 female) after being resuspended and absorbed into a Gelfoam matrix at 200–300 k cells per transplant. Transplants were isolated at 8 weeks post transplantation, washed in 1 x PBS, and then fixed overnight with 4% paraformaldehyde (PFA - Sigma). The samples were then decalcified overnight with 14% EDTA (Sigma). Tissues were then transferred to 30% sucrose (Sigma) for 2 days. Samples were imbedded in Shandon Cryomatrix (ThermoFisher Scientific) and cryosectioned at 20 µm, and slides were stored at –20 °C until staining. Staining was performed as above in Tissue Analysis.

### Flow cytometry

Following isolation techniques noted in the Colony Forming Unit Assay methods above, cells were resuspended in complete media and stained for 30–45 min in conjugated antibodies (noted in above table). Cells were spun down following staining and resuspended in PBS + 2% FBS. Flow cytometry was performed on a BD FACSCanto II machine.

### Statistical analysis

Statistical analyses were performed using two-tailed, unpaired Student’s t-test. A p-value < 0.05 was considered significant.

## Data Availability

All raw data has been made available as source data files within the manuscript. All sequencing datasets are available via the Gene Expression Omnibus (GEO) under the accession numbers: GSE179174, GSE190616, and GSE179148. The following datasets were generated: LongJT LeinrothA LiaoY RenY MirandoAJ NguyenT GuoW SharmaD RouseD WuC CheahKS KarnerCM HiltonMJ 2022Collagen10a1-Cre;Rosa26-tdTomato Bone marrow colony forming unitsNCBI Gene Expression OmnibusGSE179174 LongJT LeinrothA LiaoY RenY MirandoAJ NguyenT GuoW SharmaD RouseD WuC CheahKS KarnerCM HiltonMJ 2022Collagen10-Cre;Rosa26-tdTomato e16.5 single cell RNA-sequencingNCBI Gene Expression OmnibusGSE190616 LongJT LeinrothA LiaoY RenY MirandoAJ NguyenT GuoW SharmaD RouseD WuC CheahKS KarnerCM HiltonMJ 2022Collagen10-Cre;Rosa26-tdTomato bone marrow single cell RNA-sequencingNCBI Gene Expression OmnibusGSE179148

## Additional files

Transparent reporting form

Source code 1. Code used for generation of Single Cell datasets and analysis at e16.5/2M of Col10a1Cre;Rosa26fs-tdTomato.

## Appendix 1

**Appendix 1—key resources table:**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Mus musculus*)	*C57BL/6* J	Jackson Laboratory	RRID:IMSR_JAX:000664	
Genetic reagent (*Mus musculus*)	*Col10a1Cre*	DOI: 10.1242/bio.201411031		Dr. Klaus von der Mark
Genetic reagent (*Mus musculus*)	*Col10a1CreERT2*	This paper		Dr. Kathryn Cheah
Genetic reagent (*Mus musculus*)	*Rosa26^fs-tdTomato^*	Jackson Laboratory	RRID:IMSR_JAX:007909	
Genetic reagent (*Mus musculus*)	*Pdgfra^H2B-GFP^*	Jackson Laboratory	RRID:IMSR_JAX:007669	
Genetic reagent (*Mus musculus*)	*LeprCre*	Jackson Laboratory	RRID:IMSR_JAX:008320	
Genetic reagent (*Mus musculus*)	*AdipoqCre*	Jackson Laboratory	RRID:IMSR_JAX:028020	
Sequence-based reagent	*Col10a1Cre/ ERT2_F*	DOI: 10.1242/bio.201411031		TTTAGAGCATTATT TCAAGGCA GTTTCCADr. Klaus von der Mark
Sequence-based reagent	*Col10a1Cre/ ERT2_R*	DOI: 10.1242/bio.201411031		AGGCAAATCTT GGTGTACGGDr. Klaus von der Mark
Antibody	ENDOMUCIN (rat mAb)	Abcam	Cat# ab106100, RRID:AB_10859306	IF (1:100), 0.3% Triton X-100 in 1 x PBS
Antibody	PERILIPIN (rabbit mAb)	Cell Signaling	Cat# 9349, RRID:AB_10829911	IF (1:100)
Antibody	OSTEOCALCIN (rabbit pAb)	Millipore	Cat# AB10911, RRID:AB_1587337	IF (1:200), 10 ug/mL Proteinase K
Antibody	OSTERIX(Rabbit pAb)	Abcam	Cat# ab22552, RRID:AB_2194492	IF (1:400)
Antibody	CRE(Rabbit mAb)	Cell Signaling	Cat# 15036, RRID:AB_2798694	IF (1:100), 0.3% Triton X-100 in 1 x PBS
Antibody	RFP (rabbit pAb)	Abcam	Cat# ab62341, RRID:AB_945213	IF (1:100)
Antibody	LEPR (goat pAb)	R&D Systems	Cat# AF497, RRID:AB_2281270	IF (1:50), 0.3% Triton X-100 in 1 x PBS
Antibody	PDGFRa (goat mAb)	R&D Systems	Cat# AF1062, RRID:AB_2236897	IF (1:50), 0.3% Triton X-100 in 1 x PBS
Antibody	PDGFRb (rat mAb)	Invitrogen	Cat# 14-1402-81, RRID:AB_467492	IF (1:50), 0.3% Triton X-100 in 1 x PBS
Antibody	Osteopontin (goat pAb)	R&D Systems	Cat# AF808, RRID:AB_2194992	IF (1:100), 0.3% Triton X-100 in 1 x PBS
Antibody	PDGFRb (rat mAb)	Invitrogen	Cat# 17-1402-80, RRID:AB_1548752	Flow Cytometry (1:25)
Antibody	CD45-FITC (rat mAb)	Biolegend	Cat# 103107, RRID:AB_312972	Flow Cytometry (1:1000)
Antibody	CD45-APC (rat mAb)	Biolegend	Cat# 103111, RRID:AB_312976	Flow Cytometry (1:1000)
Antibody	CD31-FITC (rat mAb)	Biolegend	Cat# 102405, RRID:AB_312900	Flow Cytometry (1:1000)
Antibody	CD31-APC (rat mAb)	Biolegend	Cat# 102409, RRID:AB_312904	Flow Cytometry (1:1000)
Antibody	TER119-FITC (rat mAb)	BD Biosciences	Cat# 561032, RRID:AB_10563083	Flow Cytometry (1:500)
Antibody	TER119-APC (rat mAb)	Biolegend	Cat# 116211, RRID:AB_313712	Flow Cytometry (1:250)
Antibody	DAPI (FLOW)	ThermoFisher	Cat# D1306, RRID:AB_2629482	Flow Cytometry (1:1000)
Antibody	Goat anti-Mouse Alexa Fluor 488 pAb	Invitrogen	Cat# A-11001, RRID:AB_2534069	IF (1:200)
Antibody	Donkey anti-Goat Alexa Fluor 488 pAb	Invitrogen	Cat# A-11055, RRID:AB_2534102	IF (1:200)
Antibody	Goat anti-Rat Alexa Fluor 488 pAb	Invitrogen	Cat# A-11006, RRID:AB_2534074	IF (1:200)
Antibody	Goat anti-Rabbit Alexa Fluor 594 pAb	Invitrogen	Cat# A-11037, RRID:AB_2534095	IF (1:200)
Antibody	Goat anti-Rabbit Alexa Fluor 488 pAb	Invitrogen	Cat# A-11034, RRID:AB_2576217	IF (1:200)
Antibody	Goat anti-Rat Alexa Fluor 647 pAb	Invitrogen	Cat# A-21247, RRID:AB_141778	IF (1:200)
Antibody	Goat anti-Rabbit Alexa Fluor 488 pAb	Invitrogen	Cat# A-11008, RRID:AB_143165	For *LepRCre;tdTomato* stained PERILIPIN only - IF (1:200)
Chemical compound, drug	Collagenase II	Gibco	17101–015	
Chemical compound, drug	Collagenase D	Roche	11088866001	
Chemical compound, drug	Polyvinylpyrrolidone	Sigma	P5288	
Chemical compound, drug	Glutamax 100 x	Gibco	35050–061	
Chemical compound, drug	L-Ascorbic Acid	Sigma	A4544	
Chemical compound, drug	B-glycerophosphate	Sigma	G9422	
Chemical compound, drug	Insulin Human	Sigma	I3536	
Chemical compound, drug	IBMX	Sigma	I7018	
Chemical compound, drug	Dexamethasone	Sigma	D2915	
Chemical compound, drug	Antigen Unmasking solution, Citrate Acid Based	Vector	H3300	
Commercial assay, kit	Click-iT Plus EdU Cell Proliferation Kit	Invitrogen	C10637	
Software, algorithm	FIJI	doi:10.1038/ nmeth.2019	Fiji, RRID:SCR_002285	
Software, algorithm	Seurat	CRAN	Seurat, RRID:SCR_007322	
Software, algorithm	Monocle3	Github	Monocle3, RRID:SCR_018685	
Software, algorithm	Trim Galore	Babraham Bioinformatics	Trim Galore,RRID:SCR_011847	Felix Krueger
Software, algorithem	Cutadapt	Github	cutadapt, RRID:SCR_011841	
Software, algorithm	STAR RNA-seq Alignment	Github	STAR, RRID:SCR_004463	
Software, algorithm	HTSeq tool	Github	HTSeq, RRID:SCR_005514	
Software, algorithm	DESeq2	Bioconductor	DESeq2, RRID:SCR_015687	
Software, algorithm	Gene Ontology	Geneontoloy.org	Gene Ontology, RRID:SCR_002811	
Other	Silver Nitrate 10%	Ricca	6830–4	
Other	Oil Red O	Sigma	O0625	
Other	Alizarin Red	Sigma	A5533	
Other	Mayer’s Hematoxylin solution	Electron Microscopy Sciences	26043–06	
Other	Eosin Y with Phloxine staining solution	Electron Microscopy Sciences	26051–21

# Supplementary material for: Hypertrophic chondrocytes serve as a reservoir for marrow-associated skeletal stem and progenitor cells, osteoblasts, and adipocytes during skeletal development
**Source:** eLife. 2022 Feb 18;11:e76932. doi: 10.7554/eLife.76932
**Supplement:** Source code 1.

Seurat v3 for 2M dataset

```
library(Seurat)
library(dplyr)
library(umap)
library(monocle3)
long <- Read10X("../seq/")
long <- CreateSeuratObject(long, min.cells = 5)
long[["percent.mt"]] <- PercentageFeatureSet(long, pattern = "^mt-")
VlnPlot(long, features = c("nFeature_RNA", "nCount_RNA", "percent.mt"), ncol = 3)
plot1 <- FeatureScatter(long, feature1 = "nCount_RNA", feature2 = "percent.mt")
plot2 <- FeatureScatter(long, feature1 = "nCount_RNA", feature2 = "nFeature_RNA")
CombinePlots(plots = list(plot1, plot2))
long <- subset(long, subset = nFeature_RNA > 200 & nFeature_RNA < 4000 & percent.mt < 7)
long <- NormalizeData(long, normalization.method = "LogNormalize", scale.factor = 10000)
long <- subset(long, subset = tdtomato > 2)
long <- FindVariableFeatures(long, selection.method = "vst", nfeatures = 2000)
top10 <- head(VariableFeatures(long), 10)
plot1 <- VariableFeaturePlot(long)
plot2 <- LabelPoints(plot = plot1, points = top10, repel = TRUE)
CombinePlots(plots = list(plot1, plot2))
all.genes <- rownames(long)
long <- ScaleData(long, features = all.genes)
long <- ScaleData(long, vars.to.regress = "percent.mt")
long <- RunPCA(long, features = VariableFeatures(object = long))
ElbowPlot(long, 50)
long <- FindNeighbors(long, dims = 1:25)
long <- FindClusters(long, resolution = 0.4)
long <- RunUMAP(long, dims = 1:25)
DimPlot(long, reduction = "umap")
```

Seurat v4 for e16.5 dataset

```
library(Seurat)
library(monocle3)
library(dplyr)
library(stringr)
library(SeuratData)
library(SeuratWrappers)
library(ggplot2)
library(patchwork)
library(magrittr)
s.genes <- str_to_title(cc.genes$s.genes)
g2m.genes <- str_to_title(cc.genes$g2m.genes)
long1 <- Read10X("../filtered_feature_bc_matrix/")
```

```

long<- CreateSeuratObject(long1, min.cells = 5)
long[["percent.mt"]] <- PercentageFeatureSet(long, pattern = "^mt-")
VlnPlot(long, features = c("nFeature_RNA", "nCount_RNA", "percent.mt"), ncol = 3)
plot1 <- FeatureScatter(long, feature1 = "nCount_RNA", feature2 = "percent.mt")
plot2 <- FeatureScatter(long, feature1 = "nCount_RNA", feature2 = "nFeature_RNA")
plot1+plot2
long <- subset(long, subset = nFeature_RNA > 200 & percent.mt < 15)
long <- NormalizeData(long)
long <- subset(long, subset = ai9tdTomato > 2)
long <- CellCycleScoring(long, s.features = s.genes, g2m.features = g2m.genes, set.ident =
TRUE)
long <- SCTransform(
  long,
  assay = 'RNA',
  new.assay.name = 'SCT',
  vars.to.regress = c('percent.mt', 'nFeature_RNA', 'nCount_RNA', 'S.Score', 'G2M.Score')
)
long <- RunPCA(long, features = VariableFeatures(object = long))
ElbowPlot(long, 50)
long <- FindNeighbors(long, dims = 1:35)
long <- FindClusters(long, resolution = 0.5)
long <- RunUMAP(long, dims = 1:35)
DimPlot(long, reduction = "umap")

cds <- as.cell_data_set(long)
cds <- cluster_cells(cds, resolution = 0.003)
p1 <- plot_cells(cds, show_trajectory_graph = FALSE)
p2 <- plot_cells(cds, color_cells_by = "cluster", show_trajectory_graph = FALSE)
wrap_plots(p1, p2)
cds <- learn_graph(cds)
plot_cells(cds, label_groups_by_cluster = FALSE, label_leaves = FALSE, label_branch_points =
FALSE)
cds <- order_cells(cds)
plot_cells(cds, color_cells_by = "pseudotime", label_cell_groups = FALSE, label_leaves =
FALSE,
  label_branch_points = FALSE)

```

How the deposited data were processed for this re-analysis (not part of the article)

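RNA of 3 tdTOMATO+ and 3 tdTOMATO- CFU-F colonies of *Col10a1Cre; Rosa26 fs-tdTomato* mice, taken at day 10 of culture, was compared. The grouping follows the sample labels and the labels of Figure 7d. Of the sequencing data, the bulk RNA-seq tables were used; single-cell libraries, EdU counts, colony sizes, differentiation and transplants were not analysed here.

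By the paper's methods, the authors trimmed reads with TrimGalore and Cutadapt, aligned them with STAR to GRCm38, kept reads at a single location, counted them per gene with HTSeq, kept genes with at least 10 reads in any library and divided the counts by size factors of DESeq2. The versions of these tools are not stated. The expression signal deposited by the authors is the normalized count of each gene in each library. The deposited table also gives the authors' log2 fold change, its SE, the Wald score, the p-value and its adjusted value for each gene, with tdTOMATO- over tdTOMATO+; signs were turned here so that a positive value is higher in tdTOMATO+ CFU-Fs. The authors' gene ontology tables, made with PANTHER (release 20210224) against 21988 mouse genes, give the number of listed genes per term, the fold enrichment as a ratio to the expected number, and the p-value and FDR of Fisher's exact test.

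All 14735 genes of the table were analysed, 13517 marked coding and 1218 not. Every value was a whole multiple of a step per library (100% within a tolerance of 0.001), so the read counts were recovered as multiples of the step, which was 1.03, 0.858 and 1.00 for tdTOMATO+ replicates 1 to 3 and 1.14, 0.964 and 1.00 for tdTOMATO- replicates 1 to 3. For replicate 3 of each group the step lies so close to 1 that the recovery rests on the unrounded values. Recovered reads in genes were 25626440, 31046589 and 26697609 for tdTOMATO+ replicates 1 to 3 and 24085516, 28644201 and 26756959 for tdTOMATO- replicates 1 to 3. A single gene annotated as a long noncoding RNA, RP23-81C12.3 (Gm42418 in a later annotation), took 5.28% to 8.19% of the reads. Whether these reads come from that RNA itself was not tested. The gene was kept in the totals. At this depth, genes with few reads carry a counting error that is large beside a small fold change.

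The main test was limma (version 3.58.1, R 4.3.3; lmFit and eBayes with trend and robust set) on log2 of the normalized count plus 1, with no covariate, two-sided, adjusted by the Benjamini-Hochberg method over all genes. It was kept as the test chosen for normalized values after the reads were recovered, and edgeR (4.0.16, quasi-likelihood with TMM) and DESeq2 (1.42.0) were run on the recovered reads as alternatives. All 3 were tested on simulated data for this comparison, drawn from the means, dispersions and library sizes of the real samples with 100 genes changed by 1.7-fold and 100 by 4-fold among 14735 genes, all of these with a mean of at least 50 normalized counts. limma recovered 75% and 95% of them with 20 false calls of 190, edgeR 74% and 95% with 19 of 188, and DESeq2 83% and 98% with 59 of 240. Replicate numbers were not used as a block. Each adjusted p of a list is from camera of limma with an inter-gene correlation of 0.01, adjusted over the 35 lists. With this fixed value, camera sets a list's genes against all other genes, so its p does not measure the spread between colonies. Beside it, camera with an estimated correlation, fry and an exact permutation test of a list's score per colony were run. The score is the median over the list of log2 values centred for each gene.

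The tests, the 35 gene lists, the rule for named genes and all alternatives except one fold threshold were set before the data were examined, though the first genes of the paper's own table, with several macrophage genes, had been seen by then. The lists cover macrophages and monocytes, all leukocytes, neutrophils, osteoclasts, B cells, T and NK cells, mast cells, erythroid cells, megakaryocytes, dendritic cells with MHC class II, endothelium, pericytes and vascular smooth muscle, osteoblasts, chondrocytes, adipocytes, marrow stroma, the SSPC genes of the study in 2 lists, S phase and G2/M phase as in Seurat, G1 cyclins with their kinases and inhibitors, angiogenic and antiangiogenic genes, collagens, matrix proteases, cadherins and integrins, synaptic adhesion, the WNT pathway, the BMP and TGF-beta pathway, factors of the haematopoietic niche, hypoxia and glycolysis, immediate early genes, inflammatory cytokines, the interferon response and mitochondrially encoded genes. Named genes are the 10 with the largest log2 fold change in each direction among those past adjusted p 0.05, with no overlap between groups and a mean of at least 50 normalized counts in the higher group and a gene symbol; every gene the paper names as a marker or factor; and the 4 genes of each list with the smallest p. Members of a list among the authors' listed genes are named as well, a choice made after they were seen. *Gt(ROSA)26Sor*, *Pax3* and RP23-81C12.3 were chosen after their values were seen, and so were the lists treated first in the text.

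The split point was the lowest point of the density (Gaussian kernel, Scott bandwidth) of log2 of the mean normalized count plus 1 between its 2 modes. Clustering used average linkage on 1 minus the Pearson correlation of the log2 values over all genes. Alternatives were other tests, pseudocounts of 0.5 and 5, filters on low values (a mean of at least 10, or above the split point), quantile normalization, limma without the trend, a replicate block, leaving out each colony, protein-coding genes alone, other split points, other gene sets and another distance for clustering. A fold threshold of 0.99 on the log2 scale for the authors' deposited comparison was added after the listed genes were seen. Coordinates were taken from GENCODE release 21 for mouse (GRCm38) by Ensembl ID, which holds 14585 of the 14735 IDs and lacks 150. Gene names are those in the authors' table, so *Emr1* is *Adgre1* and *Pvrl2* is *Nectin2* in that release. The authors used an older annotation of the same assembly. The authors' counts do not state a strand setting, so reads of overlapping genes on opposite strands cannot be told apart. Gene membership of the authors' ontology terms was not analysed here. The result of 1 gene is not reported here.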

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

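The tests of a macrophage share, of the size factors and of the stromal share without *Thy1*, the split of the 6 libraries by the macrophage list and the choice of lists treated here came after the result was seen. Genes of macrophages and monocytes, which the paper does not discuss, were higher in tdTOMATO+ CFU-Fs, with a median log2 difference of 0.77 over 27 genes. Pan-leukocyte genes had a median of 0.74 over 13 genes, with limma calling 10 of them higher and the list missing the camera threshold with an estimated correlation (limma adjusted p = 0.148). None of these 40 genes is on another list, and 23 of the 27 and 13 of the 13 had a mean above the split point in tdTOMATO- CFU-Fs too, so the signal is present in both groups and larger in 1 of them. All 3 colonies of each group lay apart for 22 of the 27 and 12 of the 13 genes, against 18.2% of all genes and 10% by chance for a single gene. The genes share the same 6 colonies, so they are not independent, and these counts do not measure how strong the evidence is.

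For this pattern, the tables argue against the authors' size factors, since quantile normalization left the median of the macrophage list at 0.75. A larger share of macrophages in the tdTOMATO+ libraries and a lower share of stromal cells cannot be told apart: 100% of the 36 macrophage and leukocyte genes with a mean of at least 50 normalized counts lay above 0, which restates the pattern and decides nothing. A lower stromal share would raise the markers of every other cell type alike, within the 0.3 (log2) set beforehand. A difference of medians over 0.5 was set beforehand as the mark against it. The macrophage genes (0.558 to 1.14) lay a median of 0.86 above 8 genes listed for other types (-0.549 to 0.557). Without *Thy1*, which stroma expresses too, the difference was 0.78. Both medians pass that mark. Their bootstrap 95% intervals, 0.33 to 1.08 and 0.26 to 1.03, reach below 0.5. The intervals were drawn over genes that share the same 6 colonies, so they do not measure the spread between colonies. *Pf4* was the highest of the 8, with a mean of 1220 normalized counts against 71.6 and 57.2 for *Itga2b* and *Gp1bb* of the same megakaryocyte list. Which cells made the *Pf4* RNA was not tested. By the methods, cultures were kept in hypoxia to reduce contaminating cells and washed after 3 hr, and colonies were then lysed without a sort that would remove leukocytes; stromal cells that transcribe such genes themselves were not tested apart. Splits of the 6 libraries into 3 and 3 are too few (10) for a share under 0.05: the real median was 0.77, the highest of the others 0.33, and 1 of 10 was as large. Every other split mixes colonies of both groups, which dilutes a shift between them, so the lower medians are no separate evidence.

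Osteoclast genes, also outside the paper's discussion, had a median log2 difference of 1.79 over 9 genes, with 6 above 0. limma called 2 of them higher in tdTOMATO+ CFU-Fs (*Tnfrsf11a*, the RANK receptor, and *Atp6v0d2*) and 0 lower at an adjusted p under 0.05, and 5 and 0 when adjusted over the list alone. The camera adjusted p by limma was 0.00168 (adjusted p = 0.381 with an estimated correlation), fry gave 0.0283, and over genes above the split point camera gave 0.105 with a median of 0.42, so the size of the median rests on members near the floor such as *Dcstamp* (10.3 and 0.382 normalized counts). Of the 9 genes, 3 (*Ctsk*, *Mmp9* and *Itgb3*) are on another list, and 5 had a mean above the split point in tdTOMATO- CFU-Fs. The osteoclast genes past the limma test fell to 0 without tdTOMATO+ replicate 1, tdTOMATO+ replicate 2 or tdTOMATO- replicate 2 and to 1 without tdTOMATO+ replicate 3, while 5 were past an unadjusted p of 0.05 with all colonies, edgeR called 1 and DESeq2 3. Of the 227 genes that the authors list as high in tdTOMATO+ CFU-Fs, 5 are on the osteoclast list: *Acp5*, *Atp6v0d2*, *Dcstamp*, *Mmp9* and *Ocstamp*, and no explanation was tested for this list on its own.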

How the results depend on the processing

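The fold threshold of 0.99 was added after the values were seen; the other settings were planned. At an adjusted p under 0.05, DESeq2 on the recovered reads called 498 genes higher in tdTOMATO+ CFU-Fs and 159 higher in tdTOMATO- CFU-Fs, 492 and 155 were past it in the authors' deposited comparison, and limma without the trend called 1 and 0; edgeR, both pseudocounts, both filters and quantile normalization stayed within 1.5 times of 177 and 21. DESeq2 shared 176 of the 177 and 21 of the 21 genes, and edgeR's 169 and 19 were all among them. The macrophage and monocyte list kept its direction and its call in every setting. At an unadjusted p and 2-fold, genes above the split point gave 125 and 69, against 225 and 125 over all genes. Of the 14735 genes, 12294 were tested there, so the calls fell by a larger share than the genes tested. Leaving out each colony gave 1 to 178 and 0 to 44 genes at an adjusted p, and 204 to 282 and 94 to 174 at an unadjusted p and 2-fold. Clustering on the 500 most variable genes split tdTOMATO+ replicate 3 from all other colonies, so its first split did not part the groups. Pan-leukocyte genes had a camera adjusted p of 0.148 by limma with an estimated correlation, and the G2/M list 0.863 (fry 0.747). Leaving out each colony, medians ran from -0.221 to -0.0389 for the G2/M list and from -0.156 to -0.0191 for the S phase list. With the replicate number as a block, limma called 124 and 24 genes, of which 96 and 11 are among the 177 and 21. Nothing states a pairing, and the numbers showed none: deviations of same-numbered colonies correlated at 0.0952, 0.000354 and 0.149, and while replicates 1 and 3 correlated best with their namesakes, replicate 2 of each group did so with replicate 1 of the other. Of the 166 named genes, 36 were past the limma test; it was lost by 35 without tdTOMATO+ replicate 2, 32 without tdTOMATO- replicate 2, 31 without tdTOMATO+ replicate 1, 17 without tdTOMATO- replicate 3, 16 without tdTOMATO+ replicate 3, 7 without tdTOMATO- replicate 1, 13 with the block and all 36 without the trend, while DESeq2 called 30 more. Gained were 6 without tdTOMATO- replicate 1 (*Pdgfra*, *Runx2*, *Cdk6*, *Junb*, *Igfbp4* and *H2-Aa*), 2 without tdTOMATO- replicate 3 (*Cxcl5* and *Bst2*), 2 without tdTOMATO+ replicate 1 (*Jund* and *Wnt5a*), 2 without tdTOMATO+ replicate 3 (*Lepr* and *Cspg4*) and 1 with the block (*Lepr*). Signs turned for *Grem1* (-0.28, range to 1.19) and *Ppbp* (-0.77, range to 0.64) without tdTOMATO- replicate 3 and for *Pdgfrb* (-0.10, range to 0.19) and *Eng* (-0.91, range to 0.86) without tdTOMATO- replicate 1, none past the test. Signs of values of exactly 0, and changes of sign within 1 SE of an uncalled gene, were not counted, a rule set after the values were seen. The cause of these changes was not tested.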

Differences from the paper's values

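At the paper's thresholds (p under 0.05 and 2-fold), limma gave 225 and 125 genes, within 1.5 times of the paper's 227 and 136, and 12294 genes above the split point, within 1.5 times of the paper's 12,000. edgeR gave 136 genes higher in tdTOMATO- CFU-Fs, the paper's number. The authors' deposited table holds 219 and 132 genes at a log2 fold change over 1, and 227 and 136 at one over 0.99, a threshold chosen after the values were seen that drops 0 of the paper's listed genes. Among the alternatives set beforehand, genes above the split point (125 and 69) and, for tdTOMATO- CFU-Fs, a pseudocount of 5 (90) lay more than 1.5 times away.

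The paper states that *Adipoq* lay above the biological threshold in every CFU-F. It had 0 reads in tdTOMATO- replicate 1, and lay above the split point in the other 5 colonies and, by its mean, in both groups; *Lepr*, *Grem1*, *Pdgfra*, *Pparg*, *Itgav*, *Cd200* and *Cxcl12* lay above it in all 6. The paper includes *Lepr* among genes that mark the similarity of the groups. It is also among the 227 genes that the authors list as high in tdTOMATO+ CFU-Fs, with an adjusted p of 5.19e-09 in the authors' deposited table, where limma gave 0.0647; DESeq2 on the recovered reads called it too (adjusted p = 4.93e-09), as did limma without tdTOMATO+ replicate 3 (0.0317) and with the replicate block (0.0394), and the other settings gave up to 0.197.

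The paper states that tdTOMATO+ CFU-Fs were enriched in genes of proliferation. The authors' table holds that term (FDR 0.00242), while S phase and G2/M phase genes had medians of -0.09 and -0.12 here. Their camera adjusted p was 0.863 and 0.863 by limma with an estimated correlation, and 0 of 97 are among the 227 listed genes (Fisher's exact p = 0.409). Listing needs about a 2-fold difference, and no gene of the 2 lists had a log2 fold change above 0.31, so that count does not test for smaller shifts. These values do not decide whether the groups differ in cycling. The paper shows the groups clustering apart on the differentially expressed genes; over all genes, another set than the paper's, tdTOMATO- replicate 1 joined the tdTOMATO+ CFU-Fs, and the first principal component separated the groups. The paper's number of genes enriched in tdTOMATO- CFU-Fs is 136, and the authors' ontology table for them states 6 uploaded genes more.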

Other observations

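The splits by the unadjusted p and the choice of *Gt(ROSA)26Sor*, *Pax3* and RP23-81C12.3 came after the values were seen. Single genes of WNT signalling and of matrix breakdown differed too. *Wnt4* was higher in tdTOMATO+ CFU-Fs, with 351 ± 38.0 normalized counts (mean ± SD) against 117 ± 46.6 (log2 1.64, limma adjusted p = 0.0401), and *Wnt5a*, a ligand of the planar polarity branch, missed the threshold (log2 0.83, limma adjusted p = 0.0584, and 0.0432 without tdTOMATO+ replicate 1). Of 25 WNT genes, limma called 1 higher and 0 lower in tdTOMATO+ CFU-Fs, 3 and 1 when adjusted over the list alone, with a median of 0.32 and a camera adjusted p of 0.0966. *Wnt4* lost its call without any colony except tdTOMATO- replicate 3 (limma adjusted p 0.0319 to 0.182 over the 6). Lysosomal proteases *Ctsb* (log2 0.74) and *Ctss* (log2 0.76) were higher in tdTOMATO+ CFU-Fs (limma adjusted p = 0.0135 for each). Both are abundant in macrophages as well, and they shifted by about as much as the medians of the macrophage and pan-leukocyte lists. Of 22 matrix proteases, limma called 3 higher (*Mmp13*, *Ctsb* and *Ctss*) and 0 lower, 4 and 1 when adjusted over the list alone, with a median of 0.12 and a camera adjusted p of 0.158 by limma. *Ctsb* and *Ctss* lost the call without tdTOMATO+ replicate 1, tdTOMATO+ replicate 2 or tdTOMATO- replicate 2 (limma adjusted p 0.0551 to 0.0780).

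*Igf1* rose in tdTOMATO+ CFU-Fs, from 1470 ± 223 to 2938 ± 184 normalized counts (log2 1.01, limma adjusted p = 0.0139), the 1 gene called of 16 in the haematopoietic niche list (median 0.08, camera adjusted p = 0.808 by limma), and *Bmp5* fell by 0.99 (limma adjusted p = 0.0150), the 1 gene called of 25 in the BMP and TGF-beta list (median -0.03, camera adjusted p = 0.785 by limma). Both lost their call when 3 of the colonies were left out in turn (limma adjusted p up to 0.0835 and 0.0791). Which cells of a colony made the RNA of these 2 genes was not tested. Of 18 osteoblast genes, limma called 0 at an adjusted p, with 6 past an unadjusted p of 0.05, edgeR 0, DESeq2 3, and 3 higher in tdTOMATO+ CFU-Fs when adjusted over the list alone (median 0.09, camera adjusted p = 0.452 by limma). *Ibsp*, which encodes bone sialoprotein, averaged 26804 and 5787 normalized counts (log2 2.16, limma adjusted p = 0.0757). Of 14 chondrocyte genes, limma called *Mmp13* higher and 0 lower, with a median of -0.53 and a camera adjusted p of 0.106. *Col10a1* had a log2 difference of -0.56 (limma adjusted p = 0.425). *Sox9* had one of -0.77, with every tdTOMATO- colony above every tdTOMATO+ colony. It was called by DESeq2 (adjusted p = 0.00807) but not by limma (adjusted p = 0.183). The authors list *Mmp13* as high in tdTOMATO+ CFU-Fs, and *Acan*, *Sox5* and *Sox6* as high in tdTOMATO- CFU-Fs.

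Of the 35 lists, camera of limma called 7 with the preset correlation, 1 with an estimated one and fry 3. Interferon response genes had a median of 0.66 over 14 genes (camera adjusted p = 0.00108 by limma, adjusted p = 0.661 with an estimated correlation) and genes of MHC class II and dendritic cells one of 1.03 over 6 (camera adjusted p = 0.00733 by limma, adjusted p = 0.436 with an estimated correlation), with medians of 0.36 for the interferon list without tdTOMATO- replicate 1 and of 0.35 for the MHC list over genes above the split point (camera adjusted p = 0.131 by limma), and with 0 genes of each called by limma and edgeR, 2 and 3 past an unadjusted p of 0.05, and 0 and 2 called by DESeq2. In the other lists limma and edgeR called 0 genes. Medians and camera adjusted p-values by limma were -0.10 and 0.808 for 11 adipocyte genes, -0.02 and 0.785 for 22 of marrow stroma, 0.11 and 0.808 for 13 of pericytes and vascular smooth muscle, 0.28 and 0.607 for 11 of endothelium, 0.06 and 0.723 for 16 of hypoxia and glycolysis, 0.20 and 0.972 for 16 immediate early genes, 0.39 and 0.0966 for 14 inflammatory cytokines, and -0.06 and 0.607 for 7 mitochondrially encoded genes. Past an unadjusted p of 0.05 in these lists were 1, 1, 1, 1, 0, 5, 5 and 0 genes, and DESeq2 called 1 adipocyte, 1 pericyte and 2 immediate early genes and 0 in the others. Lists of blood cells held few measured genes: 5 of neutrophils (median 0.51, camera adjusted p = 0.418), 3 of T and NK cells (1.90, 0.0663), 4 of mast cells (-0.66, 0.391), 4 of megakaryocytes (-0.05, 0.993), 2 erythroid (-0.06, 0.960) and 1 of B cells (1.79, 0.136), by camera of limma, with 0, 2, 0, 1, 0 and 1 genes past an unadjusted p of 0.05, and DESeq2 called 1 gene of T and NK cells and 0 in the others. Camera gave immediate early genes a downward direction while their median is above 0. Adjusted over the list alone, 3 genes of MHC class II and dendritic cells, 2 of T and NK cells, 1 of B cells and 1 of adipocytes were higher in tdTOMATO+ CFU-Fs, and 2 immediate early genes and 1 of pericytes were lower. Without tdTOMATO- replicate 3, limma called 1 interferon response gene, and without tdTOMATO- replicate 1, 1 of MHC class II and dendritic cells.

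A larger share of cycling cells in tdTOMATO+ CFU-Fs at day 10 was tested as a hypothesis set beforehand, with a median above 0.1 in both lists of cycle phases as its mark. The G2/M median was -0.12, and the difference of the scores per colony (-0.12) lay within its SE of 0.13, so a smaller share, an equal share and a slightly larger one cannot be told apart at 3 colonies a group. The paper measured EdU at day 5, an earlier point.

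Splits of the 6 libraries into 3 and 3 number 10, too few for a share under 0.05. The real split gave 198 genes at an adjusted p and the highest of the others 0, and at an unadjusted p and 2-fold 350 against 229. In each, 1 split was as large as the real one, which is the real one itself. Every other split mixes colonies of both groups, which lowers a difference between them and raises the spread within. Lower counts there are therefore no separate evidence.

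Single colonies set several values. In tdTOMATO- replicate 1, *Eng* had 324 normalized counts against 3785 and 3161 in replicates 2 and 3, and *Spp1*, which encodes osteopontin, 15929 against 69371 and 60051. *Acan*, the aggrecan gene, had 161 normalized counts in tdTOMATO- replicate 3 and at most 4.60 elsewhere, and *Pax3*, a regulator of neural crest and muscle, 89.7 in tdTOMATO+ replicate 1 and 0 in the other 5. *Gt(ROSA)26Sor*, the transcript of the locus that carries the reporter, averaged 4734 ± 1342 in tdTOMATO+ and 8207 ± 1165 in tdTOMATO- CFU-Fs (log2 -0.82, limma adjusted p = 0.159), with every tdTOMATO+ colony below every tdTOMATO- colony. RP23-81C12.3, annotated as a noncoding RNA and the gene with most reads, had a log2 difference of -0.24 (limma adjusted p = 0.722). Of the 13517 genes on the authors' sheet of coding genes, 1094 are marked not coding in the authors' table of all genes, and 1094 coding genes are left out of it: the sheet equals the first 13517 genes of the table sorted by p.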
